# Immature Follicular Origins and Disrupted Oocyte Growth Pathways Contribute to Decreased Gamete Quality During Reproductive Juvenescence in Mice

**DOI:** 10.3389/fcell.2021.693742

**Published:** 2021-06-16

**Authors:** Atsuko Kusuhara, Elnur Babayev, Luhan T. Zhou, Vijay P. Singh, Jennifer L. Gerton, Francesca E. Duncan

**Keywords:** aging, puberty, follicle, meiosis, zona pellucida, cumulus cells, oocyte, spindle

## Abstract

Egg quality dictates fertility outcomes, and although there is a well-documented decline with advanced reproductive age, how it changes during puberty is less understood. Such knowledge is critical, since advances in Assisted Reproductive Technologies are enabling pre- and peri-pubertal patients to preserve fertility in the medical setting. Therefore, we investigated egg quality parameters in a mouse model of the pubertal transition or juvenescence (postnatal day; PND 11–40). Animal weight, vaginal opening, serum inhibin B levels, oocyte yield, oocyte diameter, and zona pellucida thickness increased with age. After PND 15, there was an age-associated ability of oocytes to resume meiosis and reach metaphase of meiosis II (MII) following *in vitro* maturation (IVM). However, eggs from the younger cohort (PND 16–20) had significantly more chromosome configuration abnormalities relative to the older cohorts and many were at telophase I instead of MII, indicative of a cell cycle delay. Oocytes from the youngest mouse cohorts originated from the smallest antral follicles with the fewest cumulus layers per oocyte, suggesting a more developmentally immature state. RNA Seq analysis of oocytes from mice at distinct ages revealed that the genes involved in cellular growth signaling pathways (PI3K, mTOR, and Hippo) were consistently repressed with meiotic competence, whereas genes involved in cellular communication were upregulated in oocytes with age. Taken together, these data demonstrate that gametes harvested during the pubertal transition have low meiotic maturation potential and derive from immature follicular origins.

## Introduction

Female reproductive aging is associated with a striking reduction in gamete quantity and quality beginning when women reach their mid-thirties, and this contributes to both loss of fertility and endocrine function (Hassold and Chiu, 1985; Speroff, 1994; Armstrong, 2001; Franasiak et al., 2014). Much less is known about how egg quality is impacted at the other end of the age spectrum because pregnancy in adolescence is avoided in most cultures and societies. However, this need is rapidly emerging in the medical and particularly pediatric oncology setting. Due to clinical advances in diagnostics and therapeutics, more than 80% of children with a malignancy will achieve a 5-year survival, making approximately 1 in 750 a childhood cancer survivor in the United States (Ward et al., 2014). Despite these life-saving improvements, childhood cancer survivors show accelerated aging phenotypes relative to their cancer-free siblings (Green et al., 2009). With regards to reproductive function, survivors are more likely than their siblings to experience infertility (Green et al., 2009; Nielsen et al., 2013). This has fueled the field of Oncofertility—the merging of oncology and fertility—to explore and expand fertility preservation options for men, women, and children (Gracia and Woodruff, 2012; Woodruff, 2015).

For females, standard fertility preservation options include oocyte and embryo banking, but these techniques are not suitable for prepubertal girls. In these populations, technologies such as ovarian tissue cryopreservation (OTC), as well as *ex vivo in vitro* maturation (IVM) can be used (Anderson and Wallace, 2011; Wang et al., 2016; Algarroba et al., 2018). In OTC, ovarian tissue is removed from the patient and cortical strips containing primordial follicles are cryopreserved to later be used for transplantation to restore endocrine function and/or fertility. While ovarian tissue transplantation has resulted in >130 live births worldwide, the knowledge of its success using tissue isolated from prepubertal and adolescent girls is limited but is increasing as the individuals who have stored ovarian tissue are surviving their cancer and reaching the age where they want to restore their reproductive potential (Duncan et al., 2015; Jensen et al., 2017a,b; Takae et al., 2019). *Ex vivo* IVM is an emerging method that can be coupled with OTC to broaden the fertility preservation options for young girls (Revel et al., 2009; Anderson and Wallace, 2011). In this method, immature oocytes are collected *ex vivo* from small antral follicles at the same time that the harvested ovarian tissue is prepared into cortical strips for OTC (Kristensen et al., 2011). These oocytes are then matured *in vitro*, and mature eggs arrested at metaphase of meiosis II (MII) are cryopreserved for the female’s future use (Revel et al., 2009). Fertilization of eggs derived from *ex vivo* IVM has resulted in pregnancies and live birth, and mature eggs have been obtained successfully from premenarchal and adolescent girls alongside frozen ovarian tissue (Revel et al., 2003; Uzelac et al., 2015; Fasano et al., 2017). The use of such methods in young females is increasing, and in the past 5 years more than 70% of the participants who have undergone OTC through the Oncofertility Consortium’s National Physicians Cooperative were under the age of 18 (Duncan et al., 2015; Armstrong et al., 2018).

Given these trends in fertility preservation, the eggs that normally would not have contributed to physiologic fertility will in fact be used clinically. Thus, there is a critical need to examine egg quality parameters in young females. In fact, compelling evidence already exists that egg quality may be suboptimal at the youngest ages in addition to advanced reproductive age. Many studies show inferior developmental capacity of oocytes obtained from younger, pre-pubertal mammals (Pinkert et al., 1989; Eppig et al., 1992; Revel et al., 1995; Damiani et al., 1996; Khatir et al., 1996; O’Brien et al., 1996, 1997; Ledda et al., 1997; Izquierdo et al., 1999). In addition, girls experience a one to 3 year period of adolescent sterility or subfecundity following menarche, and this phenomenon is evolutionarily conserved (Hartman, 1931). Moreover, the incidence of egg aneuploidy and trisomies in clinically recognized pregnancies exhibit a u- or j-shaped curve, respectively, where the frequency of these events is the highest at both ends of the reproductive spectrum (Hassold and Chiu, 1985; Gruhn et al., 2019). This pattern was also observed in a comprehensive chromosomal screening study of human embryos demonstrating that the incidence of aneuploidy was >40% for women in the early twenties, compared to 20–25% in mid to late twenties (Franasiak et al., 2014). Puberty involves a complex series of maturational events involving the development of the hypothalamic-pituitary-ovarian axis that drives oogenesis and folliculogenesis. Therefore, we hypothesized that puberty is a particularly sensitive window in the development of a high quality gamete and investigated the determinants of egg quality using a mouse model of the pubertal transition.

## Results

### Characterization of a Mouse Model of the Pubertal Transition

We used a mouse model of the pubertal transition and an experimental paradigm that mimics how gametes are obtained clinically in the fertility preservation setting for young females, whereby oocytes from antral follicles are isolated from unstimulated ovaries and matured *in vitro* to obtain eggs arrested at metaphase stage of meiosis II (MII) (Revel et al., 2009; Abir et al., 2016). In mice, puberty typically occurs more than 20 days after birth (Vandenbergh, 1967; Smitz and Cortvrindt, 2002). Increased gonadotropin-releasing hormone (GnRH) pulse frequency is an important event that marks puberty. In rodents, GnRH is secreted in a pulsatile fashion beginning at PND 5, and the highest GnRH pulse frequencies are observed between PND 40–45 (Prevot et al., 2003). Therefore, we examined gamete quality endpoints in age cohorts of mice spanning puberty: PND 11–15, 16–20, 21–25, 26–30, 31–35, and 36–40. To confirm that these age cohorts spanned this period of development, we examined animal weights and vaginal opening. Growth patterns are an important factor in assessing pubertal timing, and weight increase is associated with puberty (Kennedy and Mitra, 1963). Animal weight increased significantly over the pubertal transition from 8.6 ± 1.8 g on PND 11–15 to 25.3 ± 1.3 g by PND 36–40 (*p* < 0.001, Figure 1A). Vaginal opening is often used as an outward manifestation of puberty (Caligioni, 2009). In fact, significantly fewer GnRH pulse frequencies are observed in animals prior to vaginal opening compared to those that are analyzed after vaginal opening, suggesting a tight link between vaginal opening and pubertal status (Sisk et al., 2001). In our model, vaginal opening was first observed in a subset of mice beginning on PND 18 (Figure 1B). The percentage of mice exhibiting vaginal opening increased until PND 27, after which point 100% of animals were positive for this phenotype, suggesting that they had reached puberty (Figure 1B).

**FIGURE 1:**
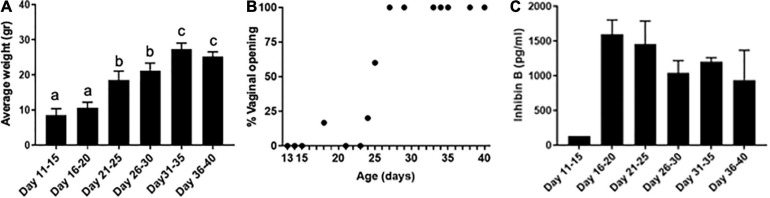
Pubertal transition in mice as characterized by changes in weight, vaginal opening, and inhibin B levels. **(A)** Average mouse weight in different age cohorts was measured across pubertal transition (*n* = 42, 5—9 mice per age cohort). Error bars represent standard error of the mean (SEM). Columns with different letterheads are significantly different from each other (*p* < 0.001). **(B)** Percent of mice with vaginal opening was tracked at different ages spanning pubertal transition (*n* = 39). Mice were not tracked longitudinally; instead, mice within each age cohort represented distinct biological replicates and were euthanized immediately following the evaluation of vaginal opening. **(C)** Serum inhibin B levels were measured in mice across pubertal transition (*n* = 21 mice, 3–5 mice per age cohort—one pooled serum sample from 5 mice was tested for PND 11–15, and individual serum samples were used in other age groups).

To further characterize that our age cohorts spanned the pubertal transition, we analyzed serum levels of the gonadal peptide inhibin B (Figure 1C). Serum inhibin B levels are a marker of follicular activity which occurs during the pubertal transition, including an increased number of developing follicles and those reaching a later stage of development (Rivier and Vale, 1987; Raivio and Dunkel, 2002). In our model, inhibin B levels were low in PND 11–15 mice (127.3 pg/ml) but increased dramatically in the PND 16–20 cohort (1,595.25 ± 179.32 pg/ml), suggesting that these time points delineate an important transition in the onset of puberty (Figure 1C). We also measured estradiol levels and found that they were detectable across the age cohorts. The levels were less than 10 pg/ml and not significantly different across age groups. However, there was a trend of increasing estradiol levels from 3.8 ± 0.5 pg/ml in PND 16–20 mice to 8.2 ± 1.1 pg/ml in PND 26–30 mice.

### Oocyte Diameter and Meiotic Competence Increases Across the Pubertal Transition

To determine how the pubertal transition affected oocyte characteristics, we counted the average number of oocytes collected per mouse and measured oocyte diameter and zona pellucida thickness across the age cohorts (Figure 2A). Although the pattern was not consistent across all cohorts, there did appear to be a general increase in oocyte yield with increasing age (Figure 2B). For example, relative to PND 11–15, significantly more oocytes were collected at PND 21–25 and PND 31–35 (18.3 ± 16.7 oocytes/mouse, 43.7 ± 15.2 oocytes/mouse, and 42.5 ± 11.8 oocytes/mouse, respectively, *p* < 0.01). The ratio of oocytes enclosed in cumulus oocyte complexes to denuded ones upon isolation was similar across cohorts (Supplementary Figure 1). There was a clear age-associated increase in oocyte diameter (Figure 2C). Average oocyte diameter increased significantly from 65.6 ± 4.7 μm on PND 11–15 to 71.0 ± 4.1 μm on PND 16–20 and 78.4 ± 4.6 μm on PND 21–25 (*p* < 0.01, Figure 2C). Oocytes reached maximal diameter on PND 21–25, after which point there was no further increase. To further assess how oogenesis may differ across the pubertal transition, we examined the average thickness of the zona pellucida in oocytes collected from mice in different age cohorts (Figure 2D). The zona pellucida is a glycoprotein matrix secreted by the oocyte during its growth phase, and positive correlations between zona thickness and maturation, fertilization, and preimplantation embryo development outcomes have been reported in multiple species (Conner et al., 2005). Zona pellucida thickness increased significantly from 4.4 ± 0.5 μm in oocytes from PND 11–15 mice to approximately 6.0 μm in the cohorts beyond PND 21 (Figure 2D, *p* < 0.01).

**FIGURE 2:**
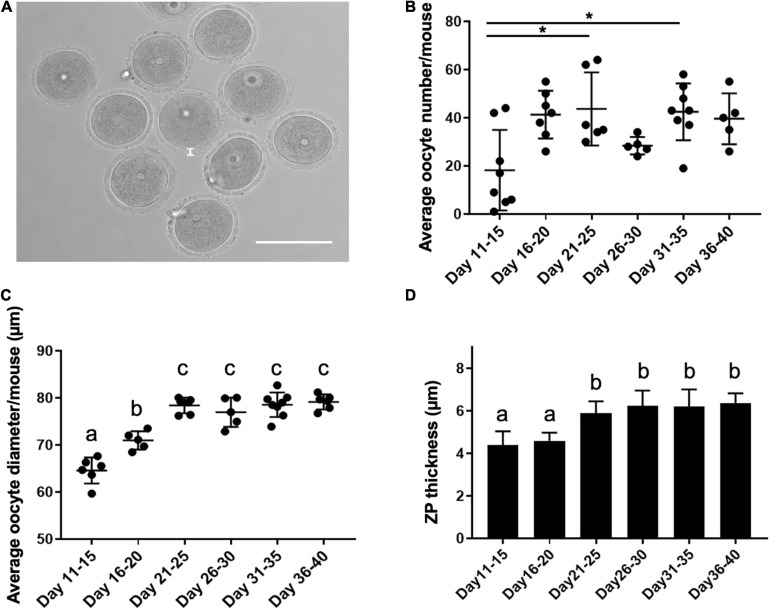
Oocyte characteristics during the pubertal transition as assessed by yield, diameter, and zona pellucida thickness. **(A)** A representative transmitted light image of oocytes isolated from antral follicles. The thickness of the zona pellucida (ZP) is delineated by the white line. The scale bar is 100 μm. **(B)** The average number of oocytes collected per mouse in each age cohort was examined (*n* = 36 mice, 5–8 mice per age cohort). Asterisks denote groups significantly different from each other (*p* < 0.01). **(C)** The average oocyte diameter was calculated for oocytes collected from each mouse in distinct age cohorts (*n* = 363 oocytes, 36 mice, 4–8 mice per age cohort). Groups with different letterheads are significantly different from each other (*p* < 0.01). **(D)** Zona pellucida thickness was measured for a total of 113 oocytes from 7 to 15 mice per age cohort, and the average values are plotted. Error bars represent standard deviation (SD). Column bars with different letterheads are significantly different from each other (*p* < 0.01).

A key hallmark of gamete quality is the acquisition of meiotic competence or the ability of the oocyte to resume meiosis and reach MII at which stage it can be fertilized. To define the precise time when oocytes achieve meiotic competence, we performed IVM and scored the ability of oocytes isolated from the different age cohorts to progress through meiosis (Figure 3A). Oocytes isolated from mice in the PND 11–15 cohort lacked meiotic competence, with only 1.0 ± 2.5% of the cells reaching MII (Figure 3B and Supplementary Figure 2C). In fact, this age cohort had a significantly higher percentage of cells (54.2 ± 38.5%, *p* < 0.05) arrested in prophase I (GV-intact) relative to the other age cohorts (Figure 3B and Supplementary Figure 2A). After PND 15, the ability of oocytes to reach MII following IVM increased to between 55.4 and 72.7% in the older age cohorts (Figure 3B and Supplementary Figure 2C). Although there was no significant difference in meiotic competence among the age cohorts after PND 15, the PND16–20 cohort exhibited the largest variation (Supplementary Figure 2C). Therefore, we examined meiotic competence more closely over 2-day intervals during this early period of the pubertal transition. Meiotic competence increased steadily over this period, with 0% of cells reaching MII on PND 14, 39.7 ± 30.5% of cells on PND 16, and 81.5 ± 0.9% on PND 18 (Figure 3C). Interestingly, we noted that PND 16 mice naturally segregated into two distinct subgroups by weight, and the heavier group (≥9 g) had more meiotically competent oocytes >50% compared to <10% in mice that weighed <9 g (data not shown).

**FIGURE 3:**
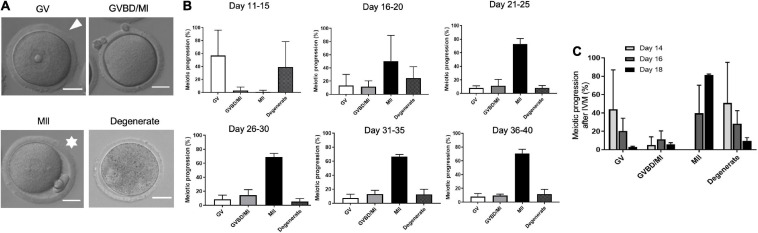
Age-dependent acquisition of oocyte meiotic competence in mice. **(A)** The ability of the oocytes in each age cohort to progress through meiosis following *in vitro* maturation (IVM) was scored according to morphological criteria as visible in the representative transmitted light images. Cells with an intact germinal vesicle (GV; arrowhead) were arrested at prophase I; cells that had extruded a first polar body (asterisks) reached metaphase of meiosis II (MII); cells that lacked a GV or a PB had undergone germinal vesicle breakdown (GVBD) or were at metaphase of meiosis I (MI). Fragmented, lysed, or shrunken cells were classified as degenerated. The scale bars are 25 μm. **(B)** Percentage of oocytes isolated from mice that progressed to specific stages of meiosis following IVM was calculated for each age cohort (*n* = 34 mice, 4–8 mice per age cohort). **(C)** Percentage of oocytes isolated from PND 14, PND 16, and PND 18 mice that progressed to specific stages of meiosis following IVM. MII-arrested eggs are first observed on PND 16. PND, postnatal day.

### Altered Chromosome Configurations Following IVM Are Highest in Eggs Obtained From Mice During Pubertal Transition Period

Although the majority of cells in mice > PND 15 were able to reach MII following IVM, the quality of the resulting gametes may not be equivalent across the pubertal transition. Chromosome segregation is essential for oocyte meiosis and defects in this process can result in aneuploidy. Therefore, we examined whether chromosome configuration defects were observed in mature eggs across the pubertal transition. To do this, we divided the spindle phenotypes observed in MII eggs into four main categories: (i) normal chromosome alignment along the metaphase plate, (ii) 1 chromosome misaligned on the metaphase plate, (iii) >1 chromosome misaligned on the metaphase plate, and (iv) other configurations such as telophase I (Figure 4A). We observed an inverse relationship between the age of mice (PND 15–40) and percentage of eggs with chromosome configuration abnormalities (Figure 4B). Although this relationship was weak and not statistically significant (*r* = −0.22, *p* = 0.23), the incidence of overall chromosome abnormalities was significantly higher in the PND 16–20 cohort when compared to the older age cohorts (46.7 ± 30.2% vs. 17.6 ± 14.8%, *p* < 0.01, Figure 4C). We further subdivided the types of abnormalities observed and found that the majority of abnormal cells in the PND 16–20 cohort exhibited telophase I configurations, indicative of a cell cycle delay in meiotic progression (Figure 4D).

**FIGURE 4:**
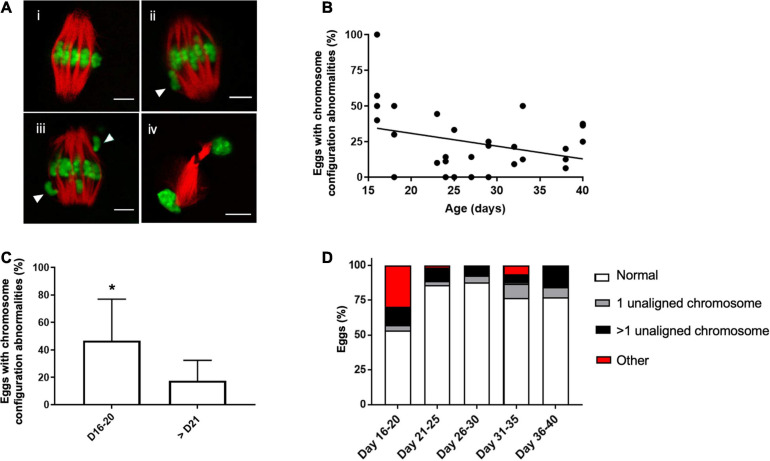
Abnormal meiotic chromosome configurations are more prevalent in the youngest age cohort. **(A)** Representative confocal images of how different chromosome configurations observed in MII eggs were categorized: (i) normal bipolar spindle with chromosomes aligned on the metaphase plate (ii) spindle with 1 misaligned chromosome (arrowhead), (iii) spindle with (>1 misaligned chromosomes (arrowheads), and (iv) a telophase I spindle indicative of cell cycle delay. The scale bar is 5 μm. **(B)** The correlation between mouse age and the percentage of eggs with abnormal chromosome configurations (*n* = 244 eggs from 4 to 8 mice per age cohort). Line was fit to the data (*r* = −0.22, *p* = 0.23). **(C)** The average incidence of chromosomal abnormalities in MII eggs per mouse in the PND 16–20 was plotted relative to the other ages in aggregate. Asterisk denotes significant difference between the groups (*p* < 0.01, *n* = 244 eggs from 4 to 8 mice per age cohort). **(D)** Percentage of MII eggs with specific chromosome configuration abnormalities was plotted in each age cohort according to the criteria established in **(A)**.

### Decreased Egg Quality Parameters Are Associated With Smaller Follicle Diameters and Reduced Cumulus Cell Layers

Coordinated growth between the oocyte and its surrounding somatic cells in the follicle during oogenesis and folliculogenesis is essential for the generation of a high-quality gamete (Hyun et al., 2003; Magalhaes-Padilha et al., 2013). Thus, we wanted to examine whether the differences we observed in egg quality across the pubertal transition could have origins at the level of the follicle. Therefore, we examined histological sections of ovarian tissue from mice in each of the age cohorts to identify follicles that contained oocytes with the approximate diameter as those collected directly from ovarian tissue (Figures 2C, 5A,B). In formalin fixed paraffin embedded tissue (FFPE) ovarian tissue sections, we observed that oocyte diameter significantly increased from 56.9 ± 3.2 μm on PND 11–15 to 60.8 ± 3.6 μm on PND 16–20 and 70.7 ± 3.8 μm on PND 21–25 (*p* < 0.01). Oocytes reached maximal diameter on PND 21–25, after which point there was no further increase with increasing age (Figure 5B). The slight discrepancy in average diameters between freshly isolated oocytes and those observed in FFPE was likely an artifact of tissue fixation and processing. We then measured the corresponding follicle diameter for each oocyte and found that the average follicle diameter increased during the pubertal transition from 152.0 ± 25.8 μm on PND 11–15 to 262.1 ± 27.5 μm on PND 16–20 and 332.7 ± 77.4 μm on PND 21–25 (*p* < 0.01) (Figure 5C). The average follicle diameter plateaued after this point. Thus, oocytes from the youngest age cohorts are derived from small antral follicles which likely accounts for their small size.

**FIGURE 5:**
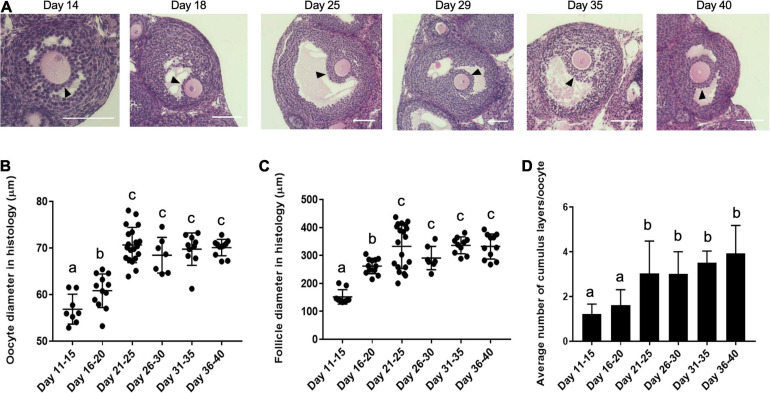
Histological analysis demonstrates that oocytes originate from follicles with increasing diameter and attain more cumulus cell layers as puberty progresses. **(A)** Representative histology sections of antral follicles in mice at different ages across the pubertal transition that contain oocytes of the approximate size as those that were isolated directly from the ovary (Figure 2C). The arrowheads highlight the cumulus cell layers. The scale bars are 100 μm. **(B)** The average oocyte diameter in antral follicles in ovarian histological sections in the different age cohorts are shown (*n* = 68 oocytes within ovaries from at least 2 mice per age cohort analyzed, *p* < 0.01). **(C)** The average follicle diameter of the oocytes measured in **(B)** was plotted (*n* = 68 follicles within ovaries from at least 2 mice per age cohort analyzed, *p* < 0.01). **(D)** The average number of cumulus cell layers surrounding the oocytes in the follicles assessed in **(B,C)** were counted in the section containing the oocyte nucleus as shown in **(A)** (*n* = 68 cumulus-oocyte-complexes within ovaries from at least 2 mice per age cohort analyzed). Cohorts with different letterheads are significantly different from each other (*p* < 0.01).

At the time of antral cavity formation, the somatic component of the follicle differentiates into two cell types—mural granulosa cells and cumulus cells. The cumulus cells directly surround the oocyte and participate in bidirectional communication to support the oocyte’s metabolic demands (Tanghe et al., 2002; Kordus and LaVoie, 2017). To investigate whether there were differences in the cumulus cell layers that surrounded oocytes across pubertal transition, we counted the average number of layers in each antral follicle that we measured. An average of 1.61 ± 0.68 layers of cumulus cells surrounded oocytes in follicles from the youngest cohort, whereas this gradually increased to 3.92 ± 1.20 layers of cumulus cells per oocyte in follicles from the oldest cohort (*p* < 0.01) (Figure 5D). This histological analysis demonstrates that the increase in oocyte diameter observed across the pubertal transition is associated with a corresponding increase in the average follicle diameter and number of cumulus cell layers surrounding the oocyte. Therefore, the lack of meiotic competence observed in oocytes from PND 11–15 cohort as well as the increase in meiotic defects observed in oocytes from PND 16–20 cohort is likely explained by their origin from small, immature follicles.

### Gene Expression Signatures Differentiate Oocytes Based on Meiotic Competence and Quality

To understand the molecular signatures that underlie meiotic competence and egg quality during the pubertal transition, we performed RNA-Seq on oocytes from PND 13, 16, and PND 40 mice (Figure 6A). The PND 16 animals were further sub-divided into those that weighed less (<9 g) (PND 16 small) and those that weighed more (≥9 g) (PND 16 large). These ages broadly represent mice with oocytes that lack meiotic competence (PND 13, PND 16 small), oocytes that have meiotic competence but are of suboptimal quality (PND 16 large), and oocytes that have meiotic competence and are of optimal quality (PND 40). 

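The RNA-Seq libraries were made from 12 pools of 18 to 45 oocytes each, taken from antral follicles of unstimulated CD-1 mice, with n = 3 pools in each of the 4 cohorts. Ribosomal RNA was depleted from the RNA before directional libraries were prepared and sequenced on an Illumina HiSeq. The authors deposited the number of reads counted on each of 24562 genes in each pool, without normalization, and a log2 version of the same counts. The total count per pool ranged from 20153626 to 24762189 at PND 13 (median 22879725) and from 17671193 to 21362541 in PND 16 small (median 20768690). It ranged from 25336557 to 25695245 in PND 16 large (median 25425625) and from 23422996 to 27418358 at PND 40 (median 25082823). From these counts, the 13943 genes kept by edgeR's filterByExpr function were tested. Expression is given below as CPM, counts relative to the total count of the pool, scaled between pools by the trimmed mean of M-values (TMM), and as mean ± SD over pools. Pairwise comparisons were contrasts of edgeR's quasi-likelihood model fitted to all 4 cohorts together. The cohorts thus shared 1 estimate of the spread between pools for each gene. The spread was not equal: pools correlated less within PND 13 and PND 16 small than within PND 16 large and PND 40. A shared estimate can make calls too easy in PND 16 small vs. PND 13 and too hard in PND 40 vs. PND 16 large. Competent vs. non-competent oocytes were compared in a model of 6 pools vs. 6 pools. This model treats the pools as independent, although competence was assigned to whole cohorts. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called differentially expressed at the paper's criteria, an adjusted p of at most 0.05 and at least a 1.5-fold change.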

Oocytes were collected from 3 mice per condition to create three independent pools for RNA Seq analysis. 

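The largest total count of a pool was 1.55 times the smallest, and between 15095 and 16579 genes had at least 1 count in a pool. Pearson's correlation of log2 CPM across the genes tested averaged 0.970 between pools of the same cohort and 0.955 between pools of different cohorts. These are correlations across genes, which are not independent replicates, so the difference of 0.0149 was tested by exact permutation of the pools. Of the 15400 ways of dividing the 12 pools into 4 groups of 3, 8 gave a difference as large (one-sided exact permutation p = 0.000519). Leaving out each pool in turn moved this p the most, to between 0.00013 and 0.00675 by exact permutation, with a difference of 0.0116 to 0.0193. The mean correlation within a cohort was 0.983 for PND 40, 0.983 for PND 16 large, 0.962 for PND 13 and 0.951 for PND 16 small. PND 16 small pools therefore correlated no better with each other than with PND 13 pools (mean 0.955) or PND 16 large pools (mean 0.958). For 8 of the 12 pools, the most similar pool came from the same cohort. The exceptions were PND 13 replicate 2 and PND 16 small replicate 1, which were most similar to each other (correlation 0.976), and PND 16 small replicates 2 and 3, which were both most similar to PND 16 large replicate 3 (correlations 0.969 and 0.958).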

All samples had a similar number of read counts and tended to have a higher correlation to samples within the same category as compared to between categories (Supplementary Figures 3A,B). For each condition, the mean RPKM value for each gene was used for further analysis using DESeq2. Differentially expressed genes from pairwise comparisons between conditions were identified based on two criteria: 1.5-fold change and adjusted *P*-value less than or equal to 0.05. Volcano plots demonstrate that the number of differentially expressed genes becomes more pronounced as the difference in animal age increases, with the greatest number of differentially expressed genes observed between oocytes from PND 40 vs. PND 13 mice (Supplementary Figures 4A–C and Table 1). 

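PND 40 vs. PND 13 gave 2637 differentially expressed genes, 880 higher and 1757 lower at PND 40. PND 40 vs. PND 16 small gave 2395, of which 960 were higher and 1435 lower at PND 40. PND 16 large vs. PND 13, the same step in age as PND 16 small vs. PND 13, gave 1858, with 491 higher and 1367 lower in PND 16 large. The 3 pools of one cohort did not overlap the 3 pools of the other for 2567, 2333 and 1815 of these genes, respectively. Genes were called on these same pools, so such shares describe the calls and are not separate support, here and below. Among all genes tested, the pools did not overlap for 50.8%, 43.9% and 45.5%, whereas 10% is the share that chance gives with 3 pools vs. 3. Of the alternative settings, dropping the 1.5-fold criterion moved the count for PND 40 vs. PND 13 most, to 4612, with 2277 higher and 2335 lower. Without it, PND 40 vs. PND 16 small gave 2020 higher and 2187 lower, and PND 16 large vs. PND 13 gave 1761 higher and 1806 lower, so the excess of lower genes depended on this criterion. With the replicate number added to the model as a block, PND 16 large vs. PND 13 gave 1637 genes, of which 1599 were among the 1858. Same-numbered pools of these 2 cohorts deviated from their cohort means with a mean correlation across genes of -0.11. Scaling by total counts alone moved the median log2 fold change of all genes in PND 16 large vs. PND 13 to -0.132, and 83.2% of the genes it called were lower, compared with 73.6% under TMM.

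Among non-overlapping genes, those with the largest changes between PND 40 and PND 13 were Grem1 and Pgm5 (higher) and Plau and Wdr86 (lower). Grem1, on chromosome 2 from 113746164 to 113758646 in GENCODE's GRCm38 annotation, had at most 2 counts in each PND 13 pool and 2.61 ± 1.01 CPM (n = 3) at PND 40, at least 20.4-fold higher (edgeR adjusted p = 0.000826). Pgm5 rose from 0.108 ± 0.125 to 2.01 ± 0.318 CPM, a log2 fold change of 4.12 (standard error 0.962, adjusted p = 0.00547). Plau fell from 11.3 ± 11.9 to 0.120 ± 0.0435 CPM, a log2 fold change of -6.50 (standard error 1.62, adjusted p = 0.0128), and lost its call in 3 of the 6 fits that each left out 1 pool. Wdr86 had a log2 fold change of -5.50 (standard error 1.22, adjusted p = 0.00452). In PND 16 large vs. PND 13, Btn1a1 rose from 0.588 ± 0.534 to 172 ± 49.6 CPM, a log2 fold change of 8.20 (standard error 1.84, adjusted p = 0.0136), and lost its call in 1 of the 6 fits without 1 pool. Gulp1 rose from 0.414 ± 0.717 to 5.77 ± 2.23 CPM, a log2 fold change of 3.86 (standard error 1.21, adjusted p = 0.0406), and lost its call in 5 of the 6 fits without 1 pool. Pappa and Tnr had at most 1 and 2 counts in each PND 16 large pool. On average they were at least 18.1-fold and 22-fold lower than at PND 13 (edgeR adjusted p = 0.0054 and 0.00117). Pappa varied widely at PND 13 (2.18 ± 1.83 CPM), where the lowest pool had 2 counts. Its bound therefore holds for the mean and not for each pool. In PND 40 vs. PND 16 small, Gm13088 rose from 0.0971 ± 0.168 to 2.06 ± 0.819 CPM, a log2 fold change of 4.29 (standard error 0.965, adjusted p = 0.00487). 5730507C01Rik fell from 8.18 ± 2.06 to 0.165 ± 0.132 CPM, a log2 fold change of -5.62 (standard error 1.58, adjusted p = 0.0251), and lost its call in 3 of 6 such fits. Lipo2, with at most 1 count in each PND 40 pool, was on average at least 22.8-fold lower than in PND 16 small (edgeR adjusted p = 0.0394). In PND 16 small it ranged from 0.237 to 5.25 CPM. It lost its call in 5 of 6 such fits and under 5 of the 11 alternative settings.

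**Figure D1:**
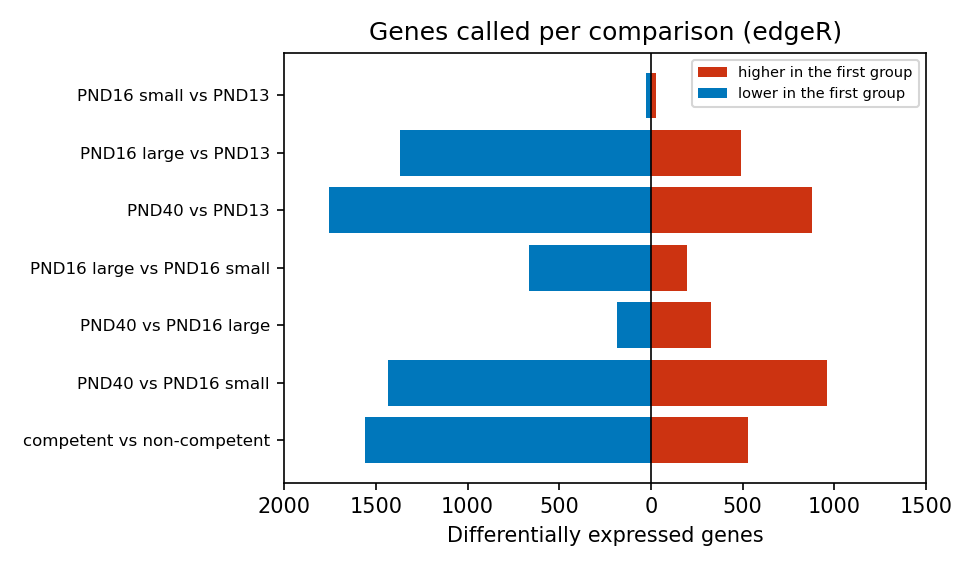
Number of differentially expressed genes in each comparison from the edgeR models, with genes higher in the first-named group drawn to the right of 0 and genes lower in it to the left. PND 40 vs. PND 13 has the most genes in all (880 higher and 1757 lower), and PND 16 small vs. PND 13 the fewest.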

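PND 16 small vs. PND 13 gave 52 differentially expressed genes, 25 higher and 27 lower in PND 16 small, while 2684 genes had an unadjusted p under 0.05. The pools of these cohorts were apart, without overlap, for 52 of the 52 called genes, which selection on the same pools favors. Among all genes tested this share was 18.1%, and 10% is the share by chance. This count moved with the processing: it was 361 with DESeq2 in place of edgeR (50 of the 52 among them), 25 after scaling by total counts alone, 2 when only these 6 pools were fitted, and from 4 to 817 across the 6 fits that each left out 1 pool. Without the 1.5-fold criterion, 96 genes were higher and 33 lower. With the replicate number as a block it was 10, of which 9 were among the 52, and same-numbered pools deviated with a mean correlation across genes of -0.25. Scaling by total counts alone moved the median log2 fold change of all genes to -0.124, and 76% of the genes it called were lower, compared with 51.9% under TMM. Coro2b rose from 3.10 ± 0.428 to 13.5 ± 2.94 CPM (n = 3), a log2 fold change of 2.12 (standard error 0.303, edgeR adjusted p = 0.0189), and lost its call in 2 of the 6 fits without 1 pool and under 1 of the 12 alternative settings. Btn2a2 had a log2 fold change of 1.87 (standard error 0.344, adjusted p = 0.0318) and Pde2a of -2.48 (standard error 0.482, adjusted p = 0.0348), and they lost their calls in 4 and 3 of these fits, respectively. Tnr fell from 2.64 ± 1.52 to 0.0953 ± 0.125 CPM, a log2 fold change of -4.81 (standard error 0.877, adjusted p = 0.0318), and lost its call in 4 of the 6 fits without 1 pool and under 4 of the 11 alternative settings. PND 40 vs. PND 16 large gave 510 genes, 326 higher and 184 lower at PND 40, with 508 of them not overlapping between the pools of the 2 cohorts, compared with 39.3% of all genes tested and 10% by chance. In every one of the fits that left out 1 pool the count was lower, from 246 to 305, and it was highest, at 1084, when only these 6 pools were fitted. Without the 1.5-fold criterion, 501 genes were higher and 452 lower at PND 40. Car10 rose from 0.468 ± 0.103 to 10.6 ± 2.26 CPM, a log2 fold change of 4.49 (standard error 1.06, adjusted p = 0.0354), and lost its call in 6 of 6 such fits. Trim21 had a log2 fold change of 3.88 (standard error 1.01, adjusted p = 0.0441), and lost its call in 5 of them. Cadps fell from 3.63 ± 0.514 to 0.220 ± 0.161 CPM, a log2 fold change of -4.04 (standard error 0.794, adjusted p = 0.00976). 2610203C22Rik, with at most 3 counts in each PND 40 pool, was at least 22.3-fold lower than in PND 16 large (edgeR adjusted p = 0.00119).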

The fewest differentially expressed genes were observed when comparing oocytes from PND 16 small vs. PND 13 mice (Supplementary Figure 4A) and PND 40 vs. PND 16 large mice (Supplementary Figure 4E), suggesting that these groups of oocytes are most similar to each other. Consistent with this, oocytes from PND 16 large and PND 40 mice clustered together relative to PND 13 and PND 16 small mice in a multidimensional scaling (MDS) plot (Figure 6B). 

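The distance between a pair of pools was computed as edgeR's leading log2 fold change over the 500 genes that differed most between them. Coordinates 1 and 2 of the resulting MDS plot held 25.5% and 17.2% of the variance. Distances averaged 2.96 between pools of the same competence group (PND 16 large and PND 40, or PND 13 and PND 16 small) and 3.29 between pools of different groups. Of the 462 splits of the 12 pools into 6 and 6, 2 gave a difference as large as 0.327 (one-sided exact permutation p = 0.00433). Competence belongs to whole cohorts, and resemblance between pools of the same cohort can also lower this p. This permutation therefore does not test competence apart from cohort. Distances over all genes tested in place of the 500, which are smaller throughout, moved this difference most, to 0.1745 (exact permutation p = 0.00216), and leaving out each pool in turn gave 0.205 to 0.472 (exact permutation p from 0.00216 to 0.0433). The mean distance between PND 16 large and PND 40 pools was 2.67, compared with 2.27 within PND 16 large and 2.20 within PND 40. The mean distance between PND 16 small and PND 13 pools was 3.44, compared with 3.61 within PND 16 small and 3.23 within PND 13. PND 16 small and PND 13 pools lay at mean distances of 3.17 and 3.22 from PND 16 large pools, and of 3.42 and 3.36 from PND 40 pools. The non-competent cohorts were therefore no closer to each other than to the competent cohorts, and the separation rested mostly on the short distances among competent pools. On coordinate 1, the competent pools lay between -0.815 and 0.104, whereas the PND 13 pools lay at 1.74, -1.35 and 1.95 and the PND 16 small pools at -1.29, 1.33 and 0.427, on both sides of them. On coordinate 2, the competent pools lay between -1.19 and -0.242, below all non-competent pools, which lay between -0.154 and 1.67.

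**Figure D2:**
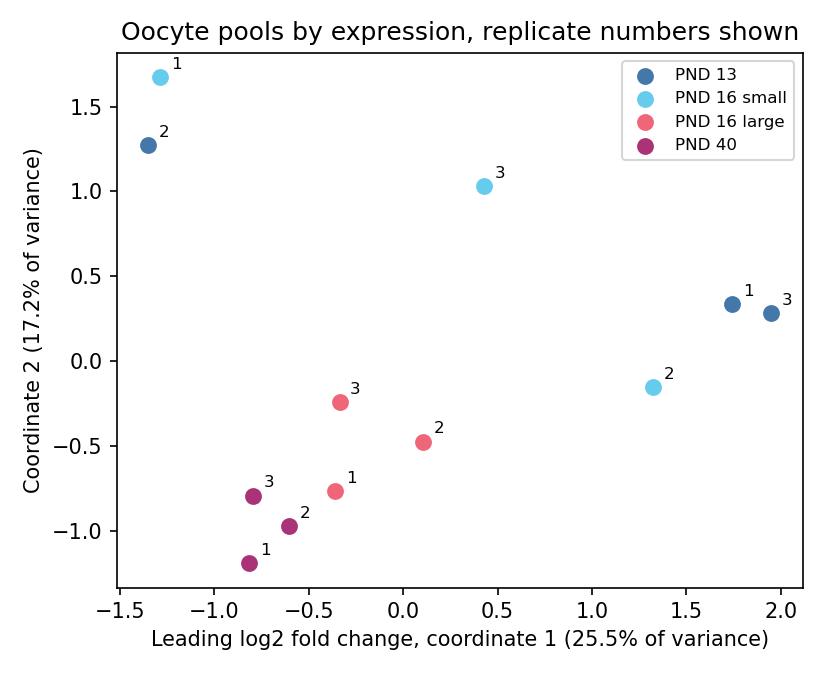
MDS plot of the 12 oocyte pools, colored by cohort and marked with the replicate number, with both axes in leading log2 fold change. PND 16 large and PND 40 pools lie together at the lower left, and PND 13 replicate 2 and PND 16 small replicate 1 lie apart from the other pools of their cohorts, at -1.35 and -1.29 on coordinate 1.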

Pairwise analysis demonstrated similar expression differences between PND 16 large vs. PND 13, PND 40 vs. PND 13, and PND 40 vs. PND 16 small, revealing the gene expression program for maturation (Figure 6C). 

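Log2 fold changes in PND 16 large vs. PND 13 correlated across the genes tested with those in PND 40 vs. PND 13 (Pearson's correlation 0.729, Spearman's rho 0.713), and those in PND 40 vs. PND 13 correlated with those in PND 40 vs. PND 16 small (0.768 and 0.777). Each of these pairs of comparisons shares the 3 pools of one cohort, which by itself raises the correlation. PND 16 large vs. PND 13 and PND 40 vs. PND 16 small share no pools, and their fold changes correlated at 0.368 (Spearman's rho 0.405). The genes are not independent replicates, so no p was computed. Of the genes called in both of the comparisons without shared pools, 829 in number, 779 changed in the same direction. In the pairs with shared pools, 1296 of 1308 and 1578 of 1578 genes called in both did so. There were 780 genes called in all 3 comparisons, and 768 of them changed in the same direction in each, 109 higher and 659 lower in the older or larger mice. By contrast, fold changes in PND 16 small vs. PND 13 and in PND 40 vs. PND 16 large, which share no pools either, correlated at -0.152 (Spearman's rho -0.156), and 14 genes were called in both, 1 of them in the same direction.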

Interestingly, there were differentially expressed genes between oocytes from PND 16 large and PND 16 small mice despite the animals being the same age, presumably reflecting the different maturation of these oocytes (Figure 6C and Supplementary Figure 4D).

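PND 16 large vs. PND 16 small gave 863 differentially expressed genes, 199 higher and 664 lower (76.9%) in PND 16 large, and the pools of the 2 cohorts did not overlap for 847 of them, compared with 31.5% of all genes tested and 10% by chance. When only these 6 pools were fitted, the count was 471, and it ranged from 333 to 1144 across the fits without 1 pool. The criterion of 1.5-fold mattered for the direction here too, since 694 genes were higher and 1021 lower without it. Of the 863 genes, 653 (75.7%) were also called in PND 16 large vs. PND 13, all in the same direction, and 716 (83%) were called in the same direction in competent vs. non-competent oocytes. Both of these comparisons include the PND 16 large pools. PND 40 vs. PND 13, which shares no pool with it, called 639 of the 863, of which 637 changed in the same direction. Kpna2, on chromosome 11 from 106988629 to 106999541 (GRCm38), rose from 0.528 ± 0.626 CPM in PND 16 small to 26.5 ± 1.36 CPM in PND 16 large (n = 3), a log2 fold change of 5.74 (standard error 1.38, edgeR adjusted p = 0.0317). It stood at 13.6 ± 11.6 CPM at PND 13 and 21.9 ± 1.68 CPM at PND 40, was 5.46 higher on the log2 scale in PND 40 vs. PND 16 small (standard error 1.38, adjusted p = 0.0176), and lost its call between the PND 16 cohorts in 6 of 6 fits without 1 pool. Abcb11 rose from 0.369 ± 0.364 to 8.04 ± 1.47 CPM, a log2 fold change of 4.38 (standard error 0.975, adjusted p = 0.0186), with its call lost in 2 of those fits. Trim21 fell from 3.96 ± 2.20 to 0.294 ± 0.321 CPM, a log2 fold change of -3.73 (standard error 1.01, adjusted p = 0.0356), with its call lost in 4 of those fits. Slc22a22 fell from 2.30 ± 1.01 to 0.175 ± 0.125 CPM, a log2 fold change of -3.68 (standard error 0.826, adjusted p = 0.0134), with its call lost in 1 of them.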

**FIGURE 6:**
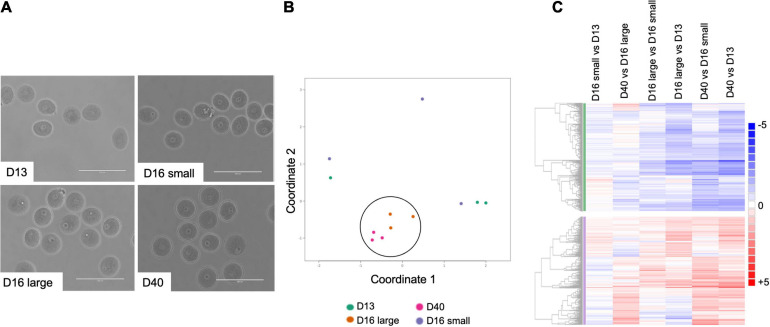
Oocytes collected from mice across the pubertal transition have differential patterns of gene expression. **(A)** Representative transmitted light images of oocytes used for RNASeq analysis from mice at different ages: PND 13, PND 16 small (from small mice), PND 16 large (from large mice), and PND 40. **(B)** Multidimensional scaling (MDS) plot shows oocytes from PND 16 large and PND 40 clustered together (circle) as compared to PND 13 and PND 16 small oocytes. **(C)** Pairwise analysis of differentially expressed genes (fold change +1.5 and −1.5 and adj *p* < 0.05) across different oocyte cohorts shows similar gene expression patterns when comparing PND 16 large with PND 13, PND 40 with PND 16 small and PND 40 with PND 13.

**TABLE 1:** Pairwise analysis of differentially expressed genes (fold change +1.5 and −1.5 and adj *p* < 0.05) across different oocyte cohorts.

S. No.	Comparison	Number of upregulated genes	Number of downregulated genes
1	PND16 small vs. PND13	57	138
2	PND16 large vs. PND13	504	1,445
3	PND40 vs. PND13	894	1,861
4	PND16 large vs. PND16 small	178	537
5	PND40 vs. PND16 large	511	252
6	PND40 vs. PND16 small	793	1,313
7	PND 16 large and PND 40 vs. PND 13 and PND 16 small	580	1,603

To identify gene expression profiles that underlie meiotic competence, we compared differentially expressed genes between meiotically non-competent (PND 13 and PND 16 small) and competent (PND 16 large and PND 40) oocyte cohorts. These populations are in fact significantly different with respect to their gene expression as evidenced by the volcano plot (Figure 7A). 

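Between the 6 competent and the 6 non-competent pools, 2087 genes were differentially expressed, 527 higher and 1560 lower (74.7%) in competent oocytes. The 2 groups of pools did not overlap for 1045 of these genes (50.1%), compared with 14.7% of all genes tested and 0.216% by chance. The chance share takes all pools as independent, and the called genes were selected on these same pools. Without the 1.5-fold criterion 4283 genes were called, 1981 higher and 2302 lower. Leaving out each pool in turn gave from 1703 to 2231 genes, and the contrast of the cohort means in the model of all 4 cohorts gave 2319, which included 2056 of the 2087. Myocd rose from 2.30 ± 0.754 to 18.96 ± 9.30 CPM (n = 6), a log2 fold change of 3.04 (standard error 0.315, edgeR adjusted p = 2.68e-05), and stood at 14.6 ± 3.49 CPM in PND 16 large and 23.3 ± 12.2 CPM at PND 40. BC052688 rose from 0.517 ± 0.657 to 4.19 ± 0.568 CPM, a log2 fold change of 3.01 (standard error 0.607, adjusted p = 0.00216). Wdr86 fell from 2.32 ± 1.23 to 0.0796 ± 0.126 CPM, a log2 fold change of -4.78 (standard error 0.851, adjusted p = 0.000921). Igfbp5 fell from 47.5 ± 57.5 to 4.39 ± 1.60 CPM, a log2 fold change of -3.43 (standard error 0.845, adjusted p = 0.0112). Its highest values, 112 and 131 CPM, were in PND 13 replicates 1 and 3, and the other non-competent pools ranged from 9.66 to 11.4 CPM. None of these 4 genes lost its call under an alternative setting or without any 1 pool.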

Interestingly, when we performed an over representation analysis (ORA), we saw that there is a significant perturbation of several pathways (Figure 7B). Based on Gene Ontology analysis, genes involved in phosphatidylinositide 3-kinase, mTOR, and Hippo signaling pathways were predominantly downregulated in the age cohort associated with oocyte meiotic competence (PND 16 large and PND 40) (Table 2 and Figure 7C).

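Fig. 7C draws 22 phosphatidylinositol genes, of which 20 are drawn lower in competent oocytes, 20 mTOR genes with 16 drawn lower and 25 Hippo genes with 19 drawn lower. Because the paper chose these genes from the same data, the values below describe how they were expressed and do not test the pathways again. In competent vs. non-competent oocytes, 20, 15 and 18 of the genes drawn lower were called lower, with median log2 fold changes of -1.05, -0.90 and -1.19, and 2, 3 and 5 genes were called higher. The 3 lists together hold 57 different genes, 54 of which were called in the direction drawn, and for 37 of these the competent and non-competent pools did not overlap (0.216% by chance). The remaining genes, Wnt6, Atp6v1e2 and Afp, had too few counts to be tested. Alternative settings called 18 to 22 phosphatidylinositol, 15 to 19 mTOR and 18 to 23 Hippo genes. Relative to PND 13, the genes drawn lower changed on the log2 scale by a mean of -0.272 ± 0.126 in PND 16 small, -1.01 ± 0.122 in PND 16 large and -1.101 ± 0.066 at PND 40 in the phosphatidylinositol list (SD, n = 3 pools). In the mTOR list these means were -0.524 ± 0.297, -1.30 ± 0.132 and -1.38 ± 0.154, and in the Hippo list -0.449 ± 0.182, -1.30 ± 0.123 and -1.59 ± 0.101.

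Fzd5, on chromosome 1 from 64730558 to 64737751 (GRCm38), fell from 41.2 ± 15.5 to 6.39 ± 3.23 CPM (n = 6), a log2 fold change of -2.69 (standard error 0.371, edgeR adjusted p = 0.000267). Wnt9a fell from 8.37 ± 4.02 to 1.24 ± 0.704 CPM, a log2 fold change of -2.75 (standard error 0.442, adjusted p = 0.000512), and Itpkc from 2.71 ± 1.22 to 0.648 ± 0.305 CPM, a log2 fold change of -2.06 (standard error 0.430, adjusted p = 0.00256). In these 3 genes the competent pools were all lower than the non-competent pools. The groups overlapped for Wnt4 (log2 fold change -2.83, standard error 0.909, adjusted p = 0.0297), which was highly variable among non-competent pools (2.05 ± 2.48 CPM) and lost its call in 6 of the 12 fits without 1 pool. They also overlapped for Plcd1 (log2 fold change -2.80, standard error 0.987, adjusted p = 0.0431) and Itpka (log2 fold change -1.79, standard error 0.631, adjusted p = 0.0435), which lost their calls in 10 and 8 of the 12 fits, and for Itgb2l, which was higher in competent oocytes (0.0538 ± 0.0947 vs. 0.520 ± 0.539 CPM, log2 fold change 3.14, standard error 1.06, adjusted p = 0.0359) and lost its call in 8 of the 12. Mtor itself fell from 228 ± 22.4 to 192 ± 11.3 CPM, a log2 fold change of -0.25 (adjusted p = 0.0155), and Yap1 had a log2 fold change of 0.15 (adjusted p = 0.135), so neither reached a 1.5-fold change.

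Lists of core pathway members that were written without regard to expression were tested as sets with limma's camera, adjusted over 18 set tests. The 49 core PI3K and mTOR genes had a mean log2 fold change of -0.048 (adjusted p = 0.875), with 0 genes called higher and 4 lower. The 33 core Hippo genes tested had a mean of -0.229 (adjusted p = 0.468), with 1 called higher and 5 lower. Limma's fry, which asks whether the genes of a set change at all and not whether they change more than other genes, moved the Hippo result most, to an adjusted p of 0.000124 (range over the alternatives 0.000124 to 0.546). From its over representation and Gene Ontology analyses (Fig. 7B and Table 2) and the genes in Fig. 7C, the paper states that downregulation of growth pathways is associated with meiotic competence.

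**Figure D3:**
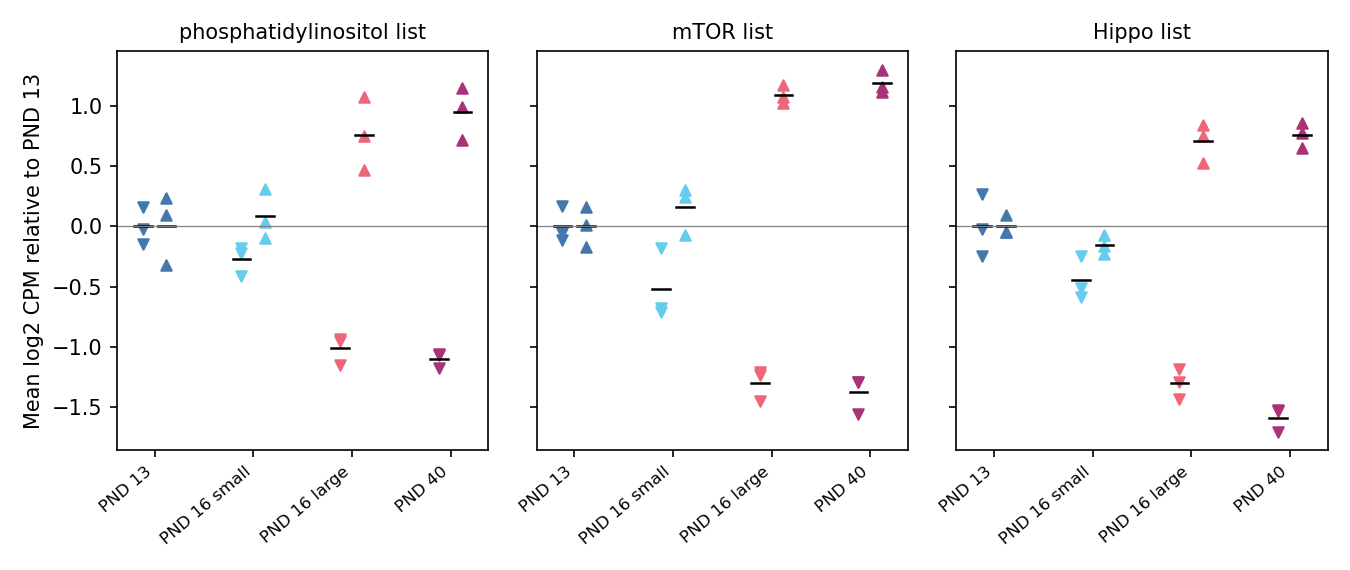
Mean log2 CPM relative to PND 13 of the genes in each list of Fig. 7C, with 1 point per pool, a bar at the mean of each cohort, downward triangles for genes drawn lower and upward triangles for genes drawn higher. In each list the genes drawn lower average from -1.59 to -1.01 in PND 16 large and PND 40 and from -0.524 to -0.272 in PND 16 small.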

**FIGURE 7:**
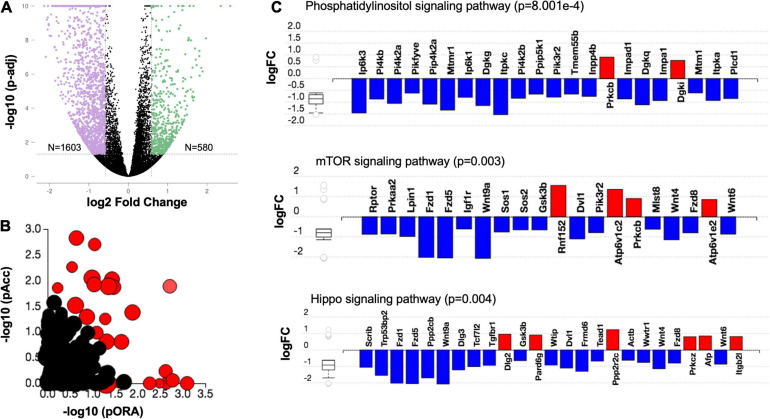
Downregulation of cellular growth pathways in the oocyte is associated with meiotic competence. **(A)** Volcano plot for differentially expressed genes (fold change +1.5 and −1.5 and adjusted *p* < 0.05) between meiotically competent (PND 16 large and PND 40) and non-competent (PND 13 and PND 16 small) oocytes. **(B)** Evidence plot for significantly enriched pathways. Red bubbles represent significant pathways (*p*-value correction factor), and black bubbles represent non-significant pathways. The size of each bubble corresponds to the number of genes affected in that pathway. The horizontal axis shows the inverse log of *p*-value computed using over representation analysis (pORA). The vertical axis shows the inverse log of *p*-value for the accumulated perturbation of the pathway (pAcc). This approach is called the impact analysis and combines the *p*-value into the global *p*-value which is displayed in Table 1. **(C)** Differentially expressed genes in Phosphatidylinositol (*p* = 8.001e–4), mTOR (*p* = 0.003) and Hippo signaling (*p* = 0.004) pathways in meiotically competent as compared to sub-competent oocytes.

**TABLE 2:** Top 10 enriched pathways between meiotically competent (PND 16 large and PND 40) and non-competent (PND 16 small and PND 13) oocytes.

Pathway name	*p*-value
Melanogenesis	2.918e–4
Phosphatidylinositol signaling system	8.001e–4
Basal cell carcinoma	0.002
N-Glycan biosynthesis	0.002
mTOR signaling pathway	0.003
Hepatocellular carcinoma	0.003
Glycosaminoglycan biosynthesis—chondroitin sulfate	0.003
Hippo signaling pathway	0.004
Proteoglycans in cancer	0.005
Human papillomavirus infection	0.005

*PND, postnatal day.*

Oocytes from PND 16 large and PND 40 mice are both meiotically competent, but those from PND 40 mice are of better quality based on their follicular origins, spindle morphology, and chromosome configuration. Thus, comparison of gene expression between these cohorts allows interrogation of pathways required for gamete quality. 

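For PND 40 vs. PND 16 large, gene families with roles in cell communication were taken by gene symbol, among them connexins, cadherins, integrins, ephrins and their receptors, semaphorins, collagens, glutamate receptors and claudins. The gene lists of the Gene Ontology terms were not used. Of their 353 genes, 209 were tested, and their mean log2 fold change was 0.034 (limma's camera, adjusted p = 0.774 over the 18 set tests). In these families 7 genes were called higher at PND 40 (Efna1, Efna4, Grm2, Sema4c, Lamc1, Nlgn3 and Cldn15) and 7 lower (Cdh8, Pcdh10, Epha10, Epha7, Sema3a, Nlgn1 and Cldn34d). The higher genes were 3.35% of the families, compared with 2.32% of the other genes tested (two-sided Fisher's exact test, p = 0.348), and the lower genes 3.35%, compared with 1.29% (p = 0.021). Leaving out PND 16 large replicate 2 moved the mean most, to 0.225 (adjusted p = 0.427; from 0.427 to 0.874 over the fits without 1 pool), and testing only genes with at least 10 counts in every pool reversed it, to -0.032. Gja4, which encodes the connexin of the oocyte's gap junctions, had 512 ± 21.5 CPM in PND 16 large and 559 ± 31.3 CPM at PND 40 (n = 3), a log2 fold change of 0.13 (edgeR adjusted p = 0.457). Gja1, the connexin of cumulus cells, fell from 29.2 ± 5.02 to 15.9 ± 2.70 CPM without overlap between the pools (10% by chance), a log2 fold change of -0.88 (standard error 1.44, adjusted p = 0.792). It was called lower when only these 2 cohorts were fitted. Over the alternative settings its adjusted p ranged from 0.00082 to 0.981, the lowest of these with a covariate that was chosen after seeing the data and contains Gja1 itself. The zona pellucida genes were lower at PND 40: Zp2 fell from 3145 ± 184 to 2168 ± 80.4 CPM, a log2 fold change of -0.54 (standard error 0.085, adjusted p = 0.00343), and Zp1 and Zp3 had log2 fold changes of -0.33 and -0.40 (adjusted p = 0.0241 and 0.0109), in each case less than 1.5-fold. Among genes of meiotic resumption and growth, the log2 fold changes were 0.21 for Ccnb1, -0.002 for Cdk1, -0.037 for Cdc25b, -0.054 for Mtor and 0.058 for Yap1 (adjusted p from 0.171 to 0.993), and that of Cdk1 changed sign under upper-quartile and total-count scaling.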

Gene Ontology analysis revealed that differentially expressed genes involved in cellular communication (i.e., cell periphery, plasma membrane, postsynapse, extracellular region, cell junction, extracellular vesicle, dense core granule) are upregulated in oocytes from PND 40 mice (Table 3). Thus, interaction between the oocyte and its surrounding cumulus cells at this stage is fundamental to the development of a high-quality gamete.

**TABLE 3:** Top 10 GO term summary (cellular components) between PND 40 and PND 16 large oocytes.

Name gene	(DE/All)	*p*-value
Cell periphery	216/3,980	3.700e-5
Plasma membrane	209/3,868	7.000e-5
Plasma membrane part	122/2,073	1.300e–4
Dense core granule	5/16	4.100e–4
Postsynapse	34/445	8.000e–4
Extracellular region	189/3,606	9.100e–4
Synapse part	47/685	9.600e–4
Cell junction	72/1,165	9.800e–4
Synapse	56/859	0.001
Extracellular vesicle	132/2,412	0.001

*DE, differential expression, PND, postnatal day.*

## Discussion

Advances in pediatric fertility preservation are necessitating a better understanding of egg quality in young girls. Ovarian tissue cryopreservation (OTC) is the mainstay of fertility preservation for prepubertal females (Practice Committee of the American Society for Reproductive Medicine, 2019). However, live birth rates following ovarian tissue transplantation are low, and in some cases there is a risk of reseeding malignant cells upon transplantation (Meirow et al., 2008; Donnez et al., 2015; Van der Ven et al., 2016). Therefore, isolation of immature oocytes and follicles from ovarian tissues with subsequent *in vitro* growth and maturation is a vigorous research area. There are also emerging reports of ovarian stimulation, oocyte retrieval, and cryopreservation from pre-pubertal females (Reichman et al., 2012; Azem et al., 2020). Thus, understanding the quality of these gametes is of paramount importance especially because studies in multiple animal species and humans have raised concerns regarding the suboptimal quality of gametes in this population (Franasiak et al., 2014; Duncan, 2017; Gruhn et al., 2019).

Here we report the characterization and use of a mouse model of the pubertal transition to understand egg quality during this period. Our mouse model recapitulated key features of puberty in humans, including increase in weight and rising inhibin B levels (Raivio and Dunkel, 2002). As mice progressed through puberty, there was an increase in the ability of oocytes to undergo meiotic maturation, and there may be a potential association with animal weight as well. This is consistent with previous observations which showed that the developmental competence of *in vitro* matured mouse oocytes is higher in 26-day old compared to 22-day old mice (Eppig et al., 1992). We narrowed down PND 16 as an important developmental switch in the acquisition of meiotic competence in the CD-1 mouse strain. This was an unexpected and interesting finding. There were only 2 mice in each group and thus we chose not to show these data in the current manuscript due to small number of animals. However, it is an important and active area of further investigation. Meiotic competence correlated with the increased size of the follicles and oocytes, and this is consistent with previous studies demonstrating that oocyte and follicular size are important factors in determining oocyte developmental competence during the pubertal transition in mice (Eppig and Schroeder, 1989; Eppig et al., 1992). In pigs, increased follicle size is associated with improved meiotic maturation and developmental competence (Marchal et al., 2002). Interestingly, the size-dependence is also observed *in vitro* because there is an association between increasing size of the antral follicle and improved meiotic and embryo developmental competence in isolated mouse follicles grown in alginate hydrogels (Xiao et al., 2015). Consistent with animal studies, data from humans also show that oocyte diameter needs to reach a certain size, 112 μm in one study (Duncan et al., 2012), before meiotic competence is obtained.

Although the ability of an oocyte to reach MII is a prerequisite to form a gamete that can undergo normal fertilization, just because a gamete extrudes a first polar body does not mean it is of high quality. In fact, we observed a higher incidence of chromosome configuration abnormalities in meiotically competent oocytes from mice early during the pubertal transition compared to older age cohorts. These observations are consistent with what is observed in human where there is an increased incidence of aneuploidy in oocytes and embryos obtained from girls during the pre-pubertal period and in early years of adolescence and the reproductive lifespan (Franasiak et al., 2014; Gruhn et al., 2019). Although chromosome abnormalities are common at both ends of the age spectrum, there are differences in the phenotypes suggesting distinct underlying mechanisms. For example, in the mouse model, our data suggests that cell cycle delays and telophase configurations are predominant abnormalities in oocytes from mice during the pubertal transition. In contrast, loss of chromosome cohesion and premature separation of sister chromatids (PSSC) is the predominant mechanism of aneuploidy associated with advanced reproductive age (Chiang et al., 2010). In humans, meiotic non-disjunction appears to be the predominant mechanism responsible for aneuploidy in women <20 years old compared to PSSC or reverse segregation which increases with advanced age and is the primary mechanism of aneuploidy in older women (Duncan et al., 2012; Gruhn et al., 2019). Thus, while aneuploidy associated with advanced reproductive age appears to be due to a deterioration of pathways related to chromosome segregation (Pan et al., 2008; Duncan et al., 2017), the defects observed in oocytes in juvenescence are likely due to the immature status of the gametes.

In our study, the acquisition of meiotic competence during the pubertal transition was associated with decreased expression of cellular growth pathways, including PI3K, mTOR, and Hippo. The differences in these transcriptomic signatures could be secondary to the antral follicle size differences between age groups, which is not surprising given immaturity of hypothalamic-pituitary-ovarian (HPO) axis in pre-pubertal animals. Although there are many reports highlighting the importance of these signaling pathways in primordial follicle activation (John et al., 2008; Reddy et al., 2008; Kawamura et al., 2013; Sun et al., 2015; Yan et al., 2018), studies examining their role in continued oocyte growth and meiotic maturation are limited. In one study, conditional knockout of mTOR in growing oocytes resulted in severely compromised oocyte developmental competence despite only slight reduction in the number of ovulated oocytes (Guo et al., 2018). Interestingly, the majority of these oocytes demonstrated chromosome configuration defects in meiosis I where telophase I configuration was the predominant abnormality. These findings along with the results of our study point to the role of these growth pathways beyond early folliculogenesis.

In many cells, there is a direct relationship between cell size and cell cycle (Goranov et al., 2009), with growth and cell cycle progression being highly intertwined (Jorgensen and Tyers, 2004). Inhibition of cell growth leads to cell cycle arrest (Temin, 1971; Pardee, 1974; Prescott, 1976; Jorgensen and Tyers, 2004) and activation of growth pathways drives cell cycle progression (Backman et al., 2002; Rupes, 2002; Saucedo and Edgar, 2002). Mitotic cells enforce critical cell size thresholds at G1/S and/or G2/M phase transitions (Shields et al., 1978; Dolznig et al., 2004; Jorgensen and Tyers, 2004). Similar mechanisms might be at play in oocytes. Oocyte growth is associated with the accumulation of cell cycle proteins including Cyclin B, p34^*CDC*2^ and CDC25 (Chesnel and Eppig, 1995; Kanatsu-Shinohara et al., 2000), and the threshold amount of these proteins is thought to be needed for meiotic progression. There is also an association between the oocyte size and meiotic competence (Duncan et al., 2012). Thus, the observed association of decreased expression of genes involved in growth pathways with oocyte meiotic competence may reflect that this population of oocytes has reached a critical size threshold and has accumulated the necessary molecules to undergo meiosis. Therefore, these growth pathways are downregulated as the oocyte diverts resources from growth to support downstream processes of meiotic maturation, fertilization, and preimplantation embryo development.

Although oocyte meiotic progression was similar across ages following PND 16, the quality of the gametes was not because there were fewer chromosome abnormalities in oocytes from the older age cohorts. There appears to be fundamental biological differences in follicles that occur with age because even in human, the same stage follicles obtained from pre-pubertal girls show compromised *in vitro* growth potential compared to those isolated from adults (Anderson et al., 2014). In our mouse model, we demonstrated that oocytes from younger mice come from smaller antral follicles with fewer cumulus cell layers relative to the older mice. Moreover, genes that regulate cellular communication are differentially expressed when comparing oocytes from PND 16 large and PND 40 cohorts even though oocytes from both populations of mice are meiotically competent. This highlights the potential mechanism of quality difference between gametes obtained during the pubertal transition and from adults.

Communication between the oocyte and cumulus-granulosa cells is pivotal for oocyte growth, metabolism, and maintenance of meiotic arrest (Ackert et al., 2001; Eppig et al., 2005; Sugiura et al., 2005; Su et al., 2008; Kidder and Vanderhyden, 2010; Wigglesworth et al., 2013; Dumesic et al., 2015; El-Hayek and Clarke, 2015; El-Hayek et al., 2018). Despite having comparably high meiotic maturation rate, oocytes with thicker cumulus cell layers appear to have higher blastocyst development rate in mice (Zhou et al., 2014). We also noted that the ZP was thinner in younger mice and increased throughout the pubertal transition. The ZP is important for mediating bi-directional communication between the oocyte and its surrounding granulosa cells via transzonal projections (TZPs) and associated gap junctions. The increase in zona thickness and increased expression of cellular communication genes that occurs coincidently with animal age across the pubertal transition underscores the potential important role of transzonal projections (TZPs) in determining gamete quality during this period. Thus, impaired bidirectional communication between the oocyte and granulosa cells may be shared mechanisms of reduced gamete quality at both ends of the aging spectrum, since TZP number and function is decreased in reproductively old mice (El-Hayek et al., 2018).

In summary, our work demonstrates that the pubertal transition in female mice is associated with suboptimal gamete quality. In juvenescence, insufficiently activated growth pathways or cellular communication with surrounding somatic cells appear to be the predominant mechanisms responsible for poor gamete quality. This is in contrast to reproductively old mice where advanced age is associated with perturbation of degradation of mRNAs and altered expression of genes important in spindle formation, kinetochore-microtubule attachment, and chromosome segregation (Pan et al., 2008). Our findings have important translational implications. For example, age and/or weight of the pediatric patient undergoing fertility preservation may have prognostic value for future reproduction that may help clinicians better counsel patients and develop appropriate treatment plans. In addition, the non-invasive assessment of meiotic spindles using the PolScope (Moon et al., 2003; Konc et al., 2004; Rama Raju et al., 2007) may aid in selection through distinguishing morphologically mature eggs with polar bodies that have cell cycle abnormalities (i.e., telophase I). We can also use our results to improve clinical IVM strategies. C-type natriuretic peptide (CNP) pretreatment of immature oocytes from PCOS patients before IVM was previously shown to improve maturation rates and embryo development (Sanchez et al., 2019). CNP maintains the oocytes in a protracted period of meiotic arrest via activation of the NPR2 receptor (Gilchrist et al., 2016; Sugimura et al., 2018) and likely improves cytoplasmic maturation by allowing more time for the accumulation of factors necessary to support meiosis and early embryo development. However, stimulation of growth pathways in addition to the maintenance of meiotic arrest may be necessary to further improve IVM outcomes, and this can be combined with the development of oocyte diameter thresholds to assess meiotic competency. Moreover, the elucidation of molecular mechanisms regulating the switch from oocyte growth to the acquisition of meiotic competence and investigating whether there is an active mechanism of suppression of these growth pathways will provide important clues for our understanding of oocyte maturation.

## Materials and Methods

### Animals

Reproductively adult CD-1 male and female mice were obtained from Envigo (Indianapolis, IN) and used to establish an in-house breeding colony. Mice were maintained in a temperature-, humidity-, and light- (14 h light:10 h darkness) controlled barrier facility within Northwestern University’s Center of Comparative Medicine. Mice were provided with food and water *ad libitum*. Diet formulated to exclude soybean meal, which minimizes the presence of isoflavones, the primary type of phytoestrogen was used (Teklad Global irradiated 2916 chow: Envigo, Madison, WI). CD-1 female pups in the following aged cohorts that spanned the pubertal transition were obtained from the breeding colony: postnatal day (PND) 11–15, 16–20, 21–25, 26–30, 31–35, and 36–40. A total of 58 mice were used in this study, with between 7 and 15 mice used in each age cohort. Prior to euthanasia, mice were weighed, and the pubertal status of each animal was verified by visual analysis of the vaginal opening as described previously (McLean et al., 2012). All experiments were performed in accordance with the National Institutes of Health Guidelines for Care and Use of Laboratory Animals and under protocols approved by the Northwestern University Institutional Animal Care and Use Committee (IACUC).

### Hormone Assays

Serum estradiol (E2) and inhibin B levels were assessed by the University of Virginia’s Center for Research in Reproduction—Ligand Assay and Analysis Core. All blood samples were drawn from the inferior vena cava, clotted, and centrifuged. Serum was stored at −80°C until hormone analyses. Estradiol concentrations were determined using Mouse/Rat Estradiol ELISA kit (Calbiotech, El Cajon, CA), and the intraassay coefficient of variation (CV) was 6.8% and the interassay CV was 8.9%. Inhibin B concentrations were determined using an Inhibin B (ELISA) kit (AnschLabs, Webster, TX). The intraassay CV was 4.8%, and the interassay CV was 6.7%. Samples and standards for each gonadal hormone assay were run in duplicate. Blood was taken from between 3 and 5 mice in each age cohort. Samples were run for individual animals except in the PND 11–15 cohort where one pooled sample from 5 mice was run due to insufficient volume of blood that can be collected from animals at these young ages.

### Oocyte Collection and Imaging

Ovaries were harvested from unstimulated mice (no exposure to gonadotropins) to mimic *ex vivo* IVM in the fertility preservation setting. Cumulus oocyte complexes (COCs) were isolated from the ovaries by poking antral follicles using 25-gauge needles. Collection media was Leibovitz’s L-15 medium (Life Technologies, Grand Island, NY, United States) supplemented with 3 mg/ml polyvinylpyrrolidone (PVP) (Sigma-Aldrich Co., St. Louis, MO, United States) and 0.3% penicillin-streptomycin (PS) (Life Technologies, Grand Island, NY, United States). Ten micrometer milrinone was also added to the media to prevent spontaneous meiotic resumption which is an oocyte-specific specific phosphodiesterase 3 inhibitor that maintains meiotic arrest by inhibiting cAMP degradation (Jensen et al., 2002). Cumulus cells were mechanically removed from the oocytes by gentle pipetting, and denuded oocytes containing intact germinal vesicles (GV) were transferred into media consisting of α-MEM Glutamax (MEM) (Life Technologies, Grand Island, NY, United States) supplemented with 3 mg/ml Bovine Serum Albumin (BSA), 0.5% PS (MEM/BSA/PS), and 10 μM milrinone for short-term culture in a humidified atmosphere of 5% CO_2_ in air at 37°C. Oocytes were imaged by brightfield microscopy using a 20x objective on an EVOS FL Auto live imaging microscope system (Life Technologies, Grand Island, NY, United States). Average oocyte diameter measurements were made using the EVOS FL Auto based on two perpendicular measurements from plasma membrane to plasma membrane of each oocyte. The thickness of the zona pellucida was also measured on images taken on the EVOS FL Auto.

### *In vitro* Maturation and Scoring of Meiotic Progression

To initiate synchronous and spontaneous meiotic resumption, oocytes were rinsed through large droplets of L15/PVP/PS to remove milrinone and placed in 1 ml of MEM/BSA/PS. Oocytes were *in vitro* matured for 14–16 h in a humidified atmosphere of 5% CO_2_ in air at 37°C. Following IVM, oocytes were evaluated by brightfield microscopy, and their meiotic stage was assessed using established morphological criteria (Treff et al., 2016). In brief, oocytes with a visible nucleus were arrested at prophase of meiosis I in the germinal vesicle (GV)-intact stage. Oocytes without a nucleus or a polar body were considered to have undergone germinal vesicle breakdown (GVBD) or were at metaphase of meiosis I (MI). If polar bodies were visible in the perivitelline space, the oocytes were considered arrested at metaphase of meiosis II (MII). Fragmented, shrunken, or misshapen oocytes were classified as degenerate (D).

### Immunofluorescence, Confocal Microscopy, and Spindle Assessment

To assess spindle morphology, oocytes were fixed in 3.8% paraformaldehyde (Electron Microscopy Science Hatfield, PA) in phosphate buffered saline (PBS) containing 0.1% Triton-X-100 for 1 h at 37°C. After washing three times in blocking buffer containing phosphate buffered saline (PBS) containing 0.3% albumin (BSA), 0.01% Tween-20, and 0.02% sodium azide (NaN_3_), oocytes were then permeabilized in PBS containing 0.3% BSA, 0.1% Triton-X-100, and 0.02% NaN_3_ for 15 min at room temperature. Samples were then washed twice in blocking buffer and microtubules were stained with an alpha tubulin 488-conjugated anti-rabbit primary antibody (11H10; Cell Signaling Technology, Danvers, MA) (1:100 dilution) for 2 h at room temperature. Oocytes were rinsed three times in blocking buffer and then mounted on glass slides in Vectashield containing 4′,6-diamidino-2-phenylindole (DAPI; Vector Laboratories, Burlingame, CA). Oocytes were imaged on a Leica SP5 inverted laser scanning confocal microscope (Leica Microsystems) using a 63X objective and the 405 and 488 nm lasers. For each oocyte, 0.5 μm optical thick sections were taken through the region of the spindle, and stacks or maximum projections were analyzed. Spindle length was measured from pole-to-pole based on tubulin fluorescence using Image J software (National Institutes of Health, Bethesda, MD). Spindles that were oriented perpendicular to the image plane were excluded from the analysis. Chromosome configuration was analyzed and categorized as follows: normal (no misaligned chromosomes), 1 misaligned chromosome on the metaphase plate, >1 misaligned chromosome on the metaphase plate, and other. The other category included cells that were at the incorrect cell cycle stage such as anaphase or telophase.

### Histological Analysis

Ovaries were harvested from mice across age cohorts, and the bursa and excess fat were removed. Ovaries were fixed in Modified Davidson’s fixative, a combination of 14% ethyl alcohol, 37.5% formalin, 37–39% glacial acetic acid in deionized water (Electron Microscopy Sciences, Hatfield, PA). Ovaries were fixed at room temperature for 6 h with gentle agitation and then transferred to 4°C overnight (∼15 h). Samples were washed and stored in 70% ethanol. Each ovary was processed and dehydrated using an automated tissue processor (Leica Biosystems, Buffalo Grove, IL) and embedded in paraffin wax (Leica EG1160, Leica Biosystems). Ovaries were serial sectioned at a 5 μm thickness, and every fifth section of a ribbon was placed on a separate slide designated for Hematoxylin and Eosin (H&E) staining. Slides were H&E stained using the AutostainerXL (Leica Biosystems) and then imaged using the EVOS FLUO Auto microscope. All sections were examined. Average follicle and corresponding diameter measurements were made within histological images using the EVOS FL Auto software. Only follicles with an oocyte nucleus visible in the center were used for measurements as this represented the mid-point of the follicle. Follicle measurements were based on two perpendicular measurements from basement membrane-to-basement membrane, and oocyte measurements were based off of two perpendicular measurements from plasma membrane-to-plasma membrane. The number of cumulus cell layers surrounding each oocyte in antral follicles were also counted.

### RNASeq in Oocytes

Oocytes were collected from four cohorts of mice: PND 13, PND 16 small (mice < 9 g), PND 16 large (mice ≥ 9 g), and PND 40 mice. For each cohort, pooled oocytes were snap frozen in three replicates. Each replicate had 18–45 oocytes. RNA was isolated using RNeasy Plus mini kit (Qiagen, Germany, 74134). cDNA synthesis was performed using NEB Next Ultra II directional RNA library prep kit (New England Biolabs, Ipswich, MA, E7760S) after rRNA depletion (NEB Next rRNA depletion kit, E6310S) for Illumina next generation sequencing (HiSeq-50 bp). Data were analyzed by Rosalind^1^, with a Hyper Scale architecture developed by OnRamp BioInformatics, Inc. (San Diego, CA). Additional gene enrichment is available from the following partner institutions: Advaita^2^.

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism software (version 9.0.1 for Mac, GraphPad Software, San Diego, California United States). Categorical and numerical variables were analyzed using one-way ANOVA, Kruskal-Wallis, *t*-test, chi-square, Fisher’s exact or Spearmen correlation tests where relevant following normality tests where necessary. *P* < 0.05 was considered statistically significant. Tukey test was used for multiple comparisons following one-way ANOVA.

## Data Availability Statement

The data was deposited in Gene Expression Omnibus—GEO accession number is GSE171858 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171858). Original data underlying this manuscript can also be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb-1617.

## Ethics Statement

The animal study was reviewed and approved by the Northwestern University Institutional Animal Care and Use Committee.

## Author Contributions

FD, JG, and AK: conceptualization, funding, resources, supervision, and methodology. FD: project administration. AK, VS, FD, and EB: writing. All authors: investigation, formal analysis, validation, visualization, and final approval.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

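Gene expression was measured by RNA-Seq in 12 pools of oocytes from CD-1 mice, 3 in each of the cohorts PND 13, PND 40 and, divided by body weight, PND 16 small and large, with 18 to 45 oocytes in a pool. Oocytes came from antral follicles of unstimulated ovaries. The authors prepared directional libraries after depletion of ribosomal RNA, sequenced them on a HiSeq and processed the reads on the Rosalind platform. The paper's text does not name the aligner, the counting tool, the genome build or their versions.

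The authors deposited raw counts, the number of reads counted on each of 24562 genes in each pool, without normalization. The authors also deposited log2 values, which are the log2 of each count divided by a size factor of its pool, plus 1. This was tested on the values: within a pool, the ratio of the values of the 2 tables was constant to 7.04e-12%, and the authors' factors differed from DESeq2's size factors of the counts by at most 0.0162%. The paper names mean RPKM values as the input of its differential expression analysis, and no RPKM values were used here. In the deposited tables 5 gene symbols are listed more than once, and each entry was kept as its own gene.

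Each sample's cohort and replicate number were taken from the deposited sample labels, and all 12 samples were used. The total count per pool ranged from 17671193 to 27418358. Pools of the same cohort differed by more than sampling noise alone, with a chi-square per gene of 9.17 to 50.6 between pairs of pools. Reads were counted without molecular identifiers, so the counts carry more error than counting alone, and the spread between pools was used throughout. A group with at most 3 counts in each of its pools was treated as at the floor. Changes against it are given as lower bounds on the ratio of group means.

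Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr (minimum count 10), which left 13943, and pools were scaled by TMM, with factors from 0.954 to 1.07. For the 6 pairwise comparisons, 1 model of the 4 cohorts was fitted by robust quasi-likelihood, and competent (PND 16 large and PND 40) vs. non-competent (PND 13 and PND 16 small) oocytes were compared in a model with these 2 groups. All p-values for genes come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested, and the paper's criteria (adjusted p of at most 0.05 and at least a 1.5-fold change) define a differentially expressed gene. Standard errors are approximations, the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Correlations between pools used log2 CPM with a prior count of 2, and MDS distances used the 500 genes with the largest difference in each pair of pools.

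Gene sets were tested with limma's camera (inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over 18 tests. They were hand-compiled lists of core PI3K, mTOR and Hippo pathway members, granulosa cell, theca cell and oocyte genes, genes of the meiotic cell cycle, ribosomal proteins and histones, and families of cell communication genes defined by symbol, each in competent vs. non-competent oocytes and in PND 40 vs. PND 16 large. The genes drawn in Fig. 7C were counted and not tested as sets. The gene lists of the paper's pathway and Gene Ontology enrichments were not used here. Coordinates of named genes are those of GENCODE M21 on GRCm38, which covered 13777 of the genes tested with GC content and transcript length, and the genome build behind the counts is not known. Named genes were chosen by a rule: for each comparison, the 2 called genes with the largest change in each direction among genes with a mean of at least 1 CPM and no overlap between groups, the 3 genes with the largest change in each list of Fig. 7C, the genes of those lists that were not called, and 10 genes whose products or pathways the paper's Discussion speaks of. Rn45s was added after its values were seen.

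The comparisons, gene lists, rule for named genes and most of the tests and alternative settings were set before the data were examined. Tests chosen only after their result was seen are named in the parts of the additional observations that use them. The alternatives were DESeq2 in place of edgeR, other scalings (RLE factors, upper quartile, total counts), a looser and a stricter filter on counts, limma on the authors' log2 values with a pseudocount of 1 or 0.1, a model of only the cohorts compared, no fold-change criterion, fry in place of camera, leaving out each pool in turn, and the replicate number as a block. The pairing in that block comes from the replicate numbers in the sample labels, whereas the paper describes independent pools. Among the alternatives, those chosen only after seeing the data were 1 surrogate variable and the granulosa marker level as covariates in the model, and all alternatives for the meiotic cell-cycle set.

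The models were tested on simulated counts with 200 of the 13943 genes changed. The counts were drawn from each gene's mean over all pools, the real library sizes and a spread set by expression level alone. They held no other difference between cohorts, no spread particular to a gene and no deviation shared between genes. The rates below may therefore not carry over to the real pools. For PND 40 vs. PND 16 large, edgeR recovered 64% of the changed genes, and 1.54% of its calls were false. For competent vs. non-competent oocytes it recovered 83.5%, and 2.91% of its calls were false. DESeq2 recovered 65% and 80.5%, with 11.6% and 7.47% of its calls false. Thus, with 3 pools in a cohort, a gene that is not called cannot be taken as unchanged.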

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

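Among the tests below, those of library size in the PND 13 and PND 16 small pools, of uneven ribosomal RNA depletion and of theca markers, and the permutation test of the ribosomal RNA transcription machinery, were chosen only after the result was seen.

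In groups of 6 competent or 6 non-competent pools, the distance of the highest or lowest pool to its neighbor, as a share of the whole range, was compared with Dixon's 95% critical value for 6 samples. Of 72 groups tested, 6 passed it, and about 3.6 would pass by chance. The mean log2 CPM of the core Hippo genes was highest in PND 16 large replicate 2 (4.95, other competent pools 4.82 to 4.87; ratio 0.643). The mean of the oocyte genes was highest in PND 40 replicate 3 (8.75, others 8.62 to 8.66; ratio 0.717), in which BC052688 was lowest (1.70, others 2.05 to 2.24; ratio 0.655). Itpkc was lowest in PND 16 large replicate 1 (log2 CPM -2.26, others -0.637 to 0.153; ratio 0.673), where it had 3 counts. Itgb2l was highest among non-competent pools in PND 16 small replicate 1 (-1.61, others -3.55 to -2.98; ratio 0.71), with 5 counts. No technical or biological explanation was tested for these 5 values.

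The theca and stroma markers had a mean log2 CPM of 2.30 in PND 16 large replicate 2 and of -0.286 to 0.542 in the other competent pools (ratio 0.68). All 6 of the 6 markers tested were at their highest in this pool, and the pool's total count ranked 3 of the 6, so its depth was not extreme. Because the markers were tested on the pattern that drew attention to them, RNA from theca or stroma cells in this pool is only a candidate explanation. The design gives no condition that sets this pool apart from the other PND 16 large pools, so no biological explanation was tested. In PND 40 vs. PND 16 large, the same markers had a mean log2 fold change of -1.53 (limma's camera, adjusted p = 0.206), which did not pass after adjustment over the set tests.

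Granulosa cell markers, which the paper did not analyze, were expressed in the oocyte pools. Their mean log2 CPM was 3.90, 0.539 and 3.99 in PND 13 replicates 1, 2 and 3, and 0.769, 3.82 and 1.95 in PND 16 small. All 6 competent pools lay between 1.85 and 2.30. The mean log2 fold change of the 18 markers in competent vs. non-competent oocytes was -1.17 (adjusted p = 0.357), with 3 markers called lower. The deviations of the markers from their cohort means were correlated with a mean of 0.681 between markers, compared with at most 0.242 in 10000 random lists of genes of similar expression (permutation p = 1e-04, one-sided, the smallest these lists can give). Of the 6 non-competent pools, 3 lay above every competent pool and the others at or below them, so the lower mean in competent oocytes rests on a few pools. These values are consistent with carried-over granulosa cells in some pools as a candidate source of the marker RNA. Competence was not separated from this source, because the markers vary as much within the PND 13 and PND 16 small cohorts as between cohorts.

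PND 13 replicate 2 and PND 16 small replicate 1 deviated together from the other pools of their cohorts, with a correlation of 0.458 across genes. The granulosa markers deviated by a mean of -2.27 and -1.41 on the log2 scale in these pools (joint mean -1.84), whereas the means of 10000 random lists lay between -0.626 and 0.455. Of the 2 pools, 1 had the most extreme total count of its cohort on a shared side, so library size did not account for both. Across genes, the joint deviation had a Spearman's rho of 0.092 with GC content and of -0.164 with transcript length, and neither reached the limit of 0.3 set for these tests. Greater maturity of the oocytes in these pools was tested as the biological explanation: the deviation of PND 13 replicate 2 correlated at 0.313 with the change seen with maturation in other pools, and that of PND 16 small replicate 1 at 0.099, so it did not cover both pools. Less RNA from granulosa cells in these pools than in the others of their cohorts remains a candidate explanation.

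Rn45s, the precursor of ribosomal RNA, was chosen after its values were seen, and the paper does not report it. It took 2.08 ± 0.52% of the counts at PND 13 and 2.38 ± 0.811% in PND 16 small, compared with 0.772 ± 0.162% in PND 16 large and 0.549 ± 0.0304% at PND 40 (SD, n = 3 pools). Its log2 fold change in competent vs. non-competent oocytes was -1.72 (standard error 0.211, edgeR adjusted p = 0.000107), with all 6 competent pools lower than all 6 non-competent pools. The lowest non-competent share exceeded the highest competent share by 0.505 percentage points. Uneven depletion of ribosomal RNA may produce such a gap if libraries were prepared by cohort, and nothing measured here tells it apart from lower transcription. Within cohorts, the share had a Spearman's rho of -0.287 with library size (exact permutation p = 0.48, two-sided, n = 12; Pearson's correlation -0.365, exact permutation p = 0.439; -0.139 and -0.195 without the 2 farthest pools), so this correlation alone leaves library size open. However, PND 13 replicate 2, with 24762189 counts, had a share of 1.48%, and PND 40 replicate 1, with 23422996 counts, one of 0.581%, so library size alone did not account for the difference. As a biological explanation, lower expression of the ribosomal RNA transcription machinery was tested. Relative to other genes its 34 genes did not shift (mean log2 fold change -0.105; limma's camera, p = 0.902), but their mean was lower in all 6 competent pools than in all 6 non-competent pools (two-sided exact permutation p = 0.00216, the smallest possible). In this set 13 of the 34 genes were lower and 5 were called lower, and the mean stayed negative under RLE, upper-quartile and total-count scaling (-0.109, -0.11 and -0.141). The difference in Rn45s therefore cannot be told apart from uneven depletion or from a change in transcription, and a partial effect of library size was not excluded.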

How the results depend on the processing

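None of the tests of other groupings of the pools in this part was chosen after its result was seen. The models with 1 surrogate variable or the granulosa marker level as a covariate, and all alternatives for the meiotic cell-cycle set, were chosen only after seeing the data.

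The numbers of differentially expressed genes depended most on the fold criterion, on the pools in the model and, for PND 16 small vs. PND 13, on several other choices. That count stayed within 1.5 times 52 with RLE factors (51), upper-quartile scaling (35), every gene with at least 1 count (67) and limma at pseudocounts of 1 and 0.1 (65 and 47). Without the fold-change criterion the counts were 129 for PND 16 small vs. PND 13, 3567 for PND 16 large vs. PND 13, 4612 for PND 40 vs. PND 13, 1715 for PND 16 large vs. PND 16 small, 953 for PND 40 vs. PND 16 large, 4207 for PND 40 vs. PND 16 small and 4283 for competent vs. non-competent oocytes. With only the conditions compared in the fit, they were 2 for PND 16 small vs. PND 13, 471 for PND 16 large vs. PND 16 small and 1084 for PND 40 vs. PND 16 large, and within 1.5 times the count reported for the 3 other pairwise comparisons. With DESeq2 in place of edgeR they were 361 for PND 16 small vs. PND 13, 50 of them among the 52, and 782 for PND 40 vs. PND 16 large, 502 of them among the 510. DESeq2 also made the most false calls on simulated data, which lacked the gene-specific spread of the real pools. PND 16 small vs. PND 13 gave 25 genes under total counts alone, 93 with at least 10 counts in every sample, 242 with 1 surrogate variable and 221 with the granulosa marker level as a covariate. In each case the cause was not tested. Apart from leaving out a pool, the other settings left the counts of the other comparisons within 1.5 times the reported count.

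With the replicate block, PND 16 small vs. PND 13 gave 10 genes, 9 of them among the 52. The block gave 1637 genes for PND 16 large vs. PND 13, 2419 for PND 40 vs. PND 13, 732 for PND 16 large vs. PND 16 small, 392 for PND 40 vs. PND 16 large, 2236 for PND 40 vs. PND 16 small and 1848 for competent vs. non-competent oocytes. The mean correlation of same-numbered pools was -0.25 for PND 16 small and PND 13, -0.11 for PND 16 large and PND 13, -0.04 for PND 40 and PND 13, 0.024 for PND 16 large and PND 16 small, 0.04 for PND 40 and PND 16 large and 0.027 for PND 40 and PND 16 small, so the pools gave no sign of a positive pairing, and the block takes degrees of freedom.

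Leaving out 1 pool at a time gave from 4 to 817 genes for PND 16 small vs. PND 13, from 1154 to 1934 for PND 16 large vs. PND 13, from 1934 to 2915 for PND 40 vs. PND 13, from 333 to 1144 for PND 16 large vs. PND 16 small, from 246 to 305 for PND 40 vs. PND 16 large, from 1850 to 2558 for PND 40 vs. PND 16 small and from 1703 to 2231 for competent vs. non-competent oocytes. The cause was not tested. Among the settings other than leaving out a pool, PND 16 small vs. PND 13 had the fewest genes and PND 40 vs. PND 13 the most of the pairwise comparisons in each. PND 40 vs. PND 16 large had the second fewest in all of them except the fit of only the conditions compared, where PND 16 large vs. PND 16 small had.

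Splits of the same pools into other groups were fitted in the same way. Of the 4 splits of 6 pools that part all 3 same-numbered pairs, 2 gave at least 52 genes for PND 16 small vs. PND 13, the real split and another with 263. For each of the 5 other pairwise comparisons, 1 of the 4 splits, the real one, gave as many genes, and the others gave 0. These designs cannot show a share under 0.05. The 6 splits that part only 1 such pair gave at most 2 genes in any of the 6 comparisons. For competent vs. non-competent oocytes, 1 of 100 splits drawn from the 108 that divide each replicate number evenly, the real one, gave as many genes, and the largest of the others gave 718.

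The mean of the core Hippo set kept its direction under each setting, and its adjusted p was 0.000124 with fry in place of camera (mean -0.229; adjusted p over the alternatives from 0.000124 to 0.546). The core PI3K and mTOR set, the difference in correlation within and between cohorts, the separation by competence, and the 3 counts of Fig. 7C genes kept their direction and their side of the threshold under all alternatives run for them. The communication families reversed to -0.032 among genes with at least 10 counts in every sample, and without 1 pool they ranged from 0.005 to 0.225. The granulosa markers in PND 40 vs. PND 16 large reversed to 0.053 with that filter and to 0.461 with 1 surrogate variable, and ranged from -0.176 to 0.05 without 1 pool. In competent vs. non-competent oocytes the granulosa markers ranged from -1.285 to -0.16 over the alternative settings (adjusted p from 0.0895 to 0.633). Without 1 pool they ranged from -1.38 to -0.936 (adjusted p from 0.016 to 0.635), and passed the threshold in some of these fits. The cause was not tested for any of these sets.

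Of 57 results for single genes, 7 lost their call when every gene with at least 1 count was tested, 9 with the replicate block, 4 and 8 with limma at pseudocounts of 1 and 0.1, 1 with DESeq2, 2 with total counts alone, 5 with 1 surrogate variable and 4 with the granulosa marker level as a covariate, and 7 of 35 with only the conditions compared in the fit. None of the 57 did with RLE factors or upper-quartile scaling. A call was gained by 1 result each with total counts alone, with only the conditions compared in the fit and with the granulosa marker level as a covariate. The log2 fold change of Gja1 in competent vs. non-competent oocytes reversed to 0.088 and 0.097 with limma at pseudocounts of 1 and 0.1, to 0.503 with 1 surrogate variable and to 0.864 with the granulosa marker level as a covariate, which includes Gja1 itself. In PND 40 vs. PND 16 large, Cdk1 reversed to 0.008 with upper-quartile scaling and to 0.022 with total counts alone, and ranged from -0.035 to 0.023 without 1 pool, and Cdc25b ranged from -0.108 to 0.023. The cause was not tested.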

Differences from the paper's values

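No test of a cause was run for these differences. For PND 16 small vs. PND 13, the paper reports 57 genes higher in PND 16 small, and 25 were called here. None of the 11 alternatives that were set before the data were examined closed this gap, apart from leaving out PND 13 replicate 1, which gave 53. The paper reports 138 genes lower, and 27 were called here. DESeq2 in place of edgeR gave 202, within 1.5 times the paper's value, and the other alternatives set before the data were examined, including leaving out each pool, did not close the gap. With 1 surrogate variable 139 genes were lower, and with the granulosa marker level as a covariate 123, and both settings were chosen after seeing the values.

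For PND 40 vs. PND 16 large, the paper reports 511 genes higher at PND 40, and 326 were called here. DESeq2 in place of edgeR gave 482, upper-quartile scaling 347, total counts alone 347, only the conditions compared in the fit 710 and no fold-change criterion 501, all within 1.5 times the paper's value. The other 6 alternatives and the fits that each left out 1 pool did not close the gap. With 1 surrogate variable 418 genes were higher and with the granulosa marker level as a covariate 437, and both settings were chosen after seeing the values.

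The log2 fold changes of the 7 genes compared with Fig. 7C were larger in size here, and a gap between them counts as closed where it is no larger than the standard error under that setting. The paper's value for Plcd1 is about -0.9 (Fig. 7C, read by eye), against -2.80 here, and limma on the authors' log2 values with a pseudocount of 1 or 0.1 gave -1.81 and -2.48, still larger in size but within the standard errors of those fits. The other alternatives set before the data were examined and the fits without 1 pool, of which the closest gave -2.31, did not close the gap. For Itpkc it is about -1.5 (Fig. 7C, read by eye), against -2.06 here, a gap closed only by leaving out PND 13 replicate 1, PND 13 replicate 2 or PND 16 large replicate 1. For Itpka it is about -0.9 (Fig. 7C, read by eye), against -1.79 here, a gap closed only by leaving out PND 13 replicate 3. For Wnt4 it is about -1.1 (Fig. 7C, read by eye), against -2.83 here. For Wnt9a it is about -2.1 (Fig. 7C, read by eye), against -2.75 here. For Fzd5 it is about -2.0 (Fig. 7C, read by eye), against -2.69 here. For Itgb2l it is about 0.8 (Fig. 7C, read by eye), against 3.14 here. None of the alternatives set before the data were examined closed the gap for Wnt4, Wnt9a, Fzd5 or Itgb2l. For Wnt4, the smallest change in size among all alternative settings, -1.405, came with a covariate chosen after seeing the data.

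Fig. 7C draws Wnt6 as lower and Atp6v1e2 and Afp as higher, and these genes were not tested here because of low counts. When every gene with at least 1 count in any sample was tested, Atp6v1e2 and Afp were called higher (edgeR adjusted p = 0.0334 and 0.0302) and Wnt6 was not called (adjusted p = 0.0505). Wnt6 passed the filter and was called lower when PND 13 replicate 2 or any 1 PND 16 small pool was left out (adjusted p from 0.0202 to 0.0435).

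In its text the paper places PND 16 small vs. PND 13 and PND 40 vs. PND 16 large as the comparisons with the fewest genes. These 2 had the fewest here as well, whereas the paper's Table 1 lists 178 genes higher and 537 lower for PND 16 large vs. PND 16 small, fewer in all than for PND 40 vs. PND 16 large (511 higher and 252 lower). The paper relates the number of genes to the difference in age. Here PND 16 large vs. PND 13 gave 1858 genes and PND 40 vs. PND 16 large, with a larger difference in age, gave 510. The paper's Table 1 has the same order, with 504 higher and 1445 lower in the former and 511 higher and 252 lower in the latter. The paper describes genes of cell communication as higher at PND 40 than in PND 16 large, and in the communication families tested here 7 genes were called higher and 7 lower. It describes pools as more correlated within their category than between categories, which held on average here, while 8 of the 12 pools were most similar to a pool of their own cohort.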

Other observations

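Among the tests in this part, those of granulosa markers in PND 40 vs. PND 16 large and of scaling between samples, and the counts by expression level, were chosen only after the result was seen.

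More genes were called lower than higher in competent oocytes (74.7% lower). Under 3 other scalings (RLE factors, upper quartile and total counts) the lowest share of lower calls was 75%, so none of these 3 removed the excess. RLE and upper-quartile scaling rest on assumptions similar to those of TMM. Total counts alone do not, and with them 77.9% of calls were lower and the median log2 fold change of all genes was -0.039. An error of scaling would shift all genes of a pool alike. Without the fold criterion, however, most called genes with a mean over 100 CPM were higher under each scaling (25.4% to 32.5% lower). These values argue against a scaling shift common to all genes as the source of the excess. Across genes, the log2 fold change had a Spearman's rho of -0.017 with GC content and of -0.116 with transcript length, both below the limit of 0.3 in size. With the granulosa marker level in the model, 71.2% of calls were lower. As a hypothesis, the excess may reflect a loss of transcripts with maturation, since the design contrasts oocytes by competence. It depends on the 1.5-fold criterion: without it 53.7% of calls were lower. Among genes with a mean over 100 CPM and no fold criterion, 747 were called higher and 254 lower (25.4%), and under the other scalings the lower share of these genes was 26.1%, 26% and 32.5%. Among genes with a mean of 1 to 10 CPM it was 74.8%. With the fold criterion, 24 genes over 100 CPM were called higher and 47 lower (66.2%). Because a scarce transcript can be called only when its change is large, these counts do not compare the size of changes between abundant and scarce transcripts.

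Genes called between PND 40 and PND 16 large were mostly higher at PND 40 (326 of 510), an excess that depends on the 1.5-fold criterion, since 501 were higher and 452 lower without it. The granulosa markers did not differ between these cohorts (mean log2 fold change -0.038, limma's camera, p = 0.77; two-sided exact permutation of the pools, p = 0.9, where 0.1 is the smallest possible, with 1 marker called higher), so RNA from granulosa cells is an unlikely cause of that excess. No biological explanation was tested.

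Most genes drawn lower in Fig. 7C kept their calls when the granulosa marker level was added to the model: 40 of the 45 called lower remained so (88.9%). RNA from granulosa cells is therefore unlikely to account for these 40. The difference in competence is the explanation that the design offers for them, as a hypothesis, because the paper selected these genes from the same data.

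The meiotic cell-cycle genes had a mean log2 fold change of 0.174 in competent vs. non-competent oocytes (camera adjusted p = 0.0101 over 18 set tests), with 15 of the 18 genes higher and none of the 18 called at 1.5-fold. The mean was positive under every alternative setting, from 0.141 to 0.229 (adjusted p from 0.000124 to 0.0187), and without each pool in turn, from 0.159 to 0.216 (adjusted p from 0.00273 to 0.00905). Most genes of the set averaged over 100 CPM, where 747 genes were called higher and 254 lower without the fold criterion. Camera compared the set with all other genes tested and not with genes matched on expression. The shift may therefore be one shared by abundant transcripts. Ccnb1 had a log2 fold change of 0.35 (adjusted p = 0.00307), higher in all 6 competent pools than in all 6 non-competent pools, Cdk1 of 0.15 (adjusted p = 0.104) and Cdc25b of 0.18 (adjusted p = 0.186).

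Zp1, Zp2 and Zp3 were lower in competent than in non-competent oocytes, with log2 fold changes of -0.28, -0.55 and -0.31 (adjusted p = 0.0189, 0.00296 and 0.0226), and these directions held under each scaling. Gja4 had a log2 fold change of 0.31 (adjusted p = 0.00583). Gja1, at 58.0 ± 58.4 CPM in non-competent and 22.5 ± 8.11 CPM in competent oocytes, had a log2 fold change of -1.37 (adjusted p = 0.293).

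Several genes named beside the claims varied widely between pools of 1 cohort. Btn1a1 stood at 53.4 CPM in PND 40 replicate 2, compared with 0.257 and 1.58 CPM in the other PND 40 pools, and at 109 to 120 CPM in all 3 PND 16 small pools. Kpna2 stood at 0.156 CPM in PND 13 replicate 2, compared with 20.1 and 20.5 CPM in the other PND 13 pools.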
